# A simple optimization can improve the performance of single feature polymorphism detection by Affymetrix expression arrays

**DOI:** 10.1186/1471-2164-11-315

**Published:** 2010-05-20

**Authors:** Youko Horiuchi, Yoshiaki Harushima, Hironori Fujisawa, Takako Mochizuki, Masanori Kawakita, Takayuki Sakaguchi, Nori Kurata

## Abstract

**Background:**

High-density oligonucleotide arrays are effective tools for genotyping numerous loci simultaneously. In small genome species (genome size: < ~300 Mb), whole-genome DNA hybridization to expression arrays has been used for various applications. In large genome species, transcript hybridization to expression arrays has been used for genotyping. Although rice is a fully sequenced model plant of medium genome size (~400 Mb), there are a few examples of the use of rice oligonucleotide array as a genotyping tool.

**Results:**

We compared the single feature polymorphism (SFP) detection performance of whole-genome and transcript hybridizations using the Affymetrix GeneChip^® ^Rice Genome Array, using the rice cultivars with full genome sequence, *japonica *cultivar Nipponbare and *indica *cultivar 93-11. Both genomes were surveyed for all probe target sequences. Only completely matched 25-mer single copy probes of the Nipponbare genome were extracted, and SFPs between them and 93-11 sequences were predicted. We investigated optimum conditions for SFP detection in both whole genome and transcript hybridization using differences between perfect match and mismatch probe intensities of non-polymorphic targets, assuming that these differences are representative of those between mismatch and perfect targets. Several statistical methods of SFP detection by whole-genome hybridization were compared under the optimized conditions. Causes of false positives and negatives in SFP detection in both types of hybridization were investigated.

**Conclusions:**

The optimizations allowed a more than 20% increase in true SFP detection in whole-genome hybridization and a large improvement of SFP detection performance in transcript hybridization. Significance analysis of the microarray for log-transformed raw intensities of PM probes gave the best performance in whole genome hybridization, and 22,936 true SFPs were detected with 23.58% false positives by whole genome hybridization. For transcript hybridization, stable SFP detection was achieved for highly expressed genes, and about 3,500 SFPs were detected at a high sensitivity (> 50%) in both shoot and young panicle transcripts. High SFP detection performances of both genome and transcript hybridizations indicated that microarrays of a complex genome (e.g., of *Oryza sativa*) can be effectively utilized for whole genome genotyping to conduct mutant mapping and analysis of quantitative traits such as gene expression levels.

## Background

High-density oligonucleotide arrays are currently the most widely used high-throughput technology for whole-genome gene expression studies. Array technology also makes it possible to genotype thousands of nucleotide polymorphisms (NPs) efficiently [1], and detected NPs are called single feature polymorphisms (SFPs) [2]. In addition to their utility in measuring gene expression levels, whole-genome DNA hybridization to expression arrays has various applications in small genome species; mutant mapping in yeast (genome size: ~12 Mb) and *Arabidopsis *(genome size: ~125 Mb) by bulk segregant analysis [2-7]; quantitative trait loci extreme array mapping in *Arabidopsis *[4,8,9]; and comparative genomics in yeast [10], *Arabidopsis *[11], malaria mosquitoes (genome size: ~278 Mb) [12], in the human malarial parasite (genome size: ~23 Mb) [13], and in *Mycobacterium tuberculosis *(genome size: ~4.4 Mb) [14]. However, in large genome species, such as barley (genome size: ~5.2 Gb) [15], *Xenopus *(genome size: ~3.1 Gb) [16], and maize (genome size: ~2.5 Gb) [17], whole-genome DNA hybridization to expression arrays has not worked out well because of cross-hybridization. Although applications of oligonucleotide expression arrays were limited in large genome species, complementary RNA (cRNA) from their transcripts was used to detect SFPs in barley [15,18,19], maize [17], wheat (genome size: ~17 Gb) [20], and cowpea (genome size: ~600 Mb) [21].

Rice is important as both a food and model plant for the grasses. The genome size of rice (389 Mb) is relatively small amongst crop species, but is larger than that of malaria mosquitoes, which have the largest genome used in successful studies of whole-genome hybridization. Affymetrix supplies a 3'-expression array for rice, the Affymetrix GeneChip^® ^Rice Genome Array (Santa Clara, CA, USA). A trial SFP detection using whole-genome hybridization by the rice array was reported by Kumar *et al*., and more than 70% SFP detection sensitivity at about 10% estimated FDR (False Discovery Rate) was verified by sequencing probe targets [22]. SFP detection using rice transcripts was reported by Kim *et al.*, andthey detected 1,208 SFPs, and 60 out of 62 predicted SFPs were verified by sequencing predicted SFP-containing amplicons [23]. However, because the number of sequenced targets was biased to SFP-predicted ones, it was estimated that the sensitivity would be higher than the true value. Genomes of two rice strains have been fully sequenced. One is *japonica *cultivar Nipponbare, which has been sequenced by a BAC-by-BAC approach [24], and the other is *indica *cultivar 93-11, which has been sequenced by a shotgun approach [25]. Nucleotide differences in coding and 3'-untranslated (UT) regions of genes between the two strains were 3.0 single nucleotide polymorphisms (SNPs)/kb and 4.5 SNPs/kb, respectively [25]. One of the 10 probes was expected to detect an SFP in the 93-11 genome, because each probe was 25-mer long, most rice GeneChip^® ^probes were designed to target the coding and 3'-UT regions of *japonica *transcripts, 4 SNPs/kb were expected in the target region of the 93-11 genome on an average. The two fully sequenced rice strains provided us with an opportunity for detailed analyses of SFP detection efficiency.

First, we searched all probe target sequences in Nipponbare and 93-11 genomes and predicted SFPs between them. Second, we investigated optimized experimental conditions to detect these SFPs by whole-genome hybridization. Several statistical methods for SFP detection were compared using whole-genome hybridization data of Nipponbare and 93-11 cultivars. Effects of several background corrections were also examined for maximum SFP detection performance. Third, SFP detection efficiency by cRNA hybridization was also investigated by applying our recently proposed method for simultaneously detecting nucleotide and expression polymorphisms (SNEP) using the Affymetrix GeneChip^® ^array [26]. Finally, a comparison of benefits and limitations of SFP detection by whole-genome and transcript hybridization approaches was made.

## Results

### BLASTN analysis of Affymetrix GeneChip^® ^array probes

The Affymetrix GeneChip^® ^array was designed for 48,564 *japonica *transcripts and 1,260 *indica *transcripts. A transcript is represented as a probe set. A probe set is made up of several probe pairs (typically 11 pairs) comprised of Perfect Match (PM) and Mismatch (MM) probes. MM probes were designed to represent the non-specific hybridization signal value. Several probes on this array had a possibility of cross-hybridization with other regions of the rice genome because the array probes were designed before the completion of rice genome sequencing efforts. Only 25-mer completely matched and single copy probes of the Nipponbare genome were extracted and used in this study. To select single copy completely matched probes, similarities of all 628,725 PM probe target sequences of the Affymetrix GeneChip^® ^array were searched against the Nipponbare genome by BLASTN analysis (Table 1). A significant number of probes (130,215) had multiple hits on the Nipponbare genome. Some of the probes were designed to splice sites of *japonica *or *indica*-specific transcripts, and 67,531 probes were neither single hits nor were they completely matched to the Nipponbare genome. The remaining 430,979 probes had single hits and complete matches in the Nipponbare genome. We referred to these as unique probes and used them for SFP detection by whole-genome and cRNA hybridizations. By BLASTN analysis of Nipponbare unique probes, 69,255 probes were confirmed to be SFPs against the 93-11 genome. Among the unique probes, 38,009 probes had multiple hits in the 93-11 genome; however, we did not eliminate these as the 93-11 genome has not yet been sequenced. It is hypothesized that SFP detection performance in this study will be similar for unsequenced strains. For SFP detection by cRNA hybridization, we selected 391,818 probes representing 41,525 transcript sets that consisted of more than six unique probes, since SNEP needs several probes in a set of transcripts. Among the 41,525 transcript sets, 58,150 probes out of 391,818 were predicted to be nucleotide polymorphism (NP) containing probes, SFP, for the 93-11 genome.

**Table 1:** Summary of the BLASTN search of probe target sequences on Nipponbare and 93-11 genomes.

	Probe	Probe Set
Total number	628,725	57,194
No hit or single hit but not perfect match to Nipponbare genome	67,531	
Multiple hits to the Nipponbare genome	130,215	
Unique probes in the Nipponbare genome^a^	430,979	51,477
SFP probes for the 93-11 genome in the unique probes for the Nipponbare genome^a^	69,255	22,539

Sets with more than six unique probes in the Nipponbare genome^a^	391,818	41,525
SFP probes to the 93-11 genome in the selected sets^b^	58,150	17,912

^a^, means probe target sequence hit a single site and perfectly match with the Nipponbare genome.

^b^, sets with more than six unique probes in the Nipponbare genome.

### SFP detection by whole genome DNA hybridization

The rice genome, which is about 389 Mb in size [24], may generate much more noise relative to the true signal intensity in genomic DNA (gDNA) hybridization, compared with other organisms with less complex genomes such as those of yeast and *Arabidopsis*. Thus, it is important to investigate conditions that maximize hybridization signal intensity differences between completely matched and NP containing targets of probes on the Affymetrix GeneChip^® ^arrays. There are two types of probes on the Affymetrix GeneChip^® ^arrays; PM and MM. Although the MM probes were designed with single complementary substitutions at the 13th base (midpoint) of each PM probe to represent non-specific hybridization signal values, many studies have indicated that some MM probe intensities are frequently higher than those of the corresponding PM probes (designated: MM > PM) [27,28]. The MM probe sequence is an ideal NP containing a sequence against a complete match target sequence of a PM probe. MM signal intensity would show an ideal SFP intensity for a PM probe. This study thus began as an effort to investigate conditions to maximize the difference between MM and PM intensities for a complete match target.

All Affymetrix protocols for hybridization, washing, and scanning have been standardized [29], and were difficult to change. Amounts of Nipponbare genome DNA products that were randomly amplified and labeled (100-250-bp fragments) were variable on hybridization. ~40 μg of products were obtained in a single labeling reaction, and 1, 5, or 40 μg of reaction products was hybridized. To investigate how the overall intensity distribution of PM and MM changed with increasing amounts of labeled products, distribution of probe numbers of the signal intensities were compared (Figure 1). For the study of density plots, 430,979 unique probes in the Nipponbare genome, chosen by the BLASTN analysis, were used. Although we selected unique probes, both PM and MM probe signals exhibited a wide range of intensities. Signal intensities increased with the increasing amount of products not only for PM probes, but also for MM probes. The increase in MM signal intensities could be due to both non-specific cross-hybridization and binding to target fragments. When 1 μg of the product was applied, the distribution of MM probe intensities appeared to be asymmetric with a lower limit. When 40 μg of product was applied, although the signal intensity was not saturated, the distribution curve of PM signals appeared to be asymmetric. When 5 μg of the product was hybridized, the overall intensity distribution of MM was best separated from that of PM. The number of probes with PM > MM was maximized with 5 μg of product. Consequently, we concluded that ~79% would be the maximum sensitivity for SFP detection by whole-genome hybridization. To evaluate the effects of the optimization on SFP detection, significance analysis of microarray (SAM) [30] was performed on the data of 5 μg and 40 μg applications. SAM has been widely used for SFP detection [2,22,31]. The log_10 _intensities of raw PM values were used to determine SFPs in each analysis. SFP detection performance was evaluated by sensitivity, ratio of the correctly called to the expected number of SFPs, the false-positive rate (FPR), and the ratio of the number of falsely called to total called SFPs. Receiver operating characteristic (ROC) curves with sensitivity plotted against FPR, are shown in Figure 2. In entire threshold, SFP detection in the 5 μg application was better than that in the 40 μg application. The most suitable threshold in the 5 μg application, where the slope of the ROC curve was 1, was at delta = 0.378 for SAM, and the detected number of true SFPs, the sensitivity and FPR were 26,936, 38.89% and 23.58%, respectively (Table 2, Figure 2). In the 40 μg application, the detected number of true SFPs was reduced to 22,030 at a similar FPR (Table 2). The optimization allowed a more than 20% increase in the detected number of true SFPs, although a dramatic increase in intensity of PM > MM probes signals was not observed (from 70% to 79% (Figure 1, inset)).

**Table 2:** SFP detection by gDNA hybridization.

Application^a^	5 μg	40 μg
Called^b^	35,247	28,826

TRUE^c^	26,936	22,030
	38.89%	31.81%

FALSE^d^	8,311	6,796
	23.58%	23.58%

430,979 unique probes in 51,477 probe sets were used for SFP call. ^a^, amount of applied genomic DNA for hybridization. ^b^, number of probes detected as SFP probes at a threshold of delta = 0.378 by SAM. ^c^, number of true SFP calls and percentage of true calls to predicted SFP probes by sequence analysis. ^d^, number of false SFP calls and percentage of false calls to total calls.

**Figure 1:**
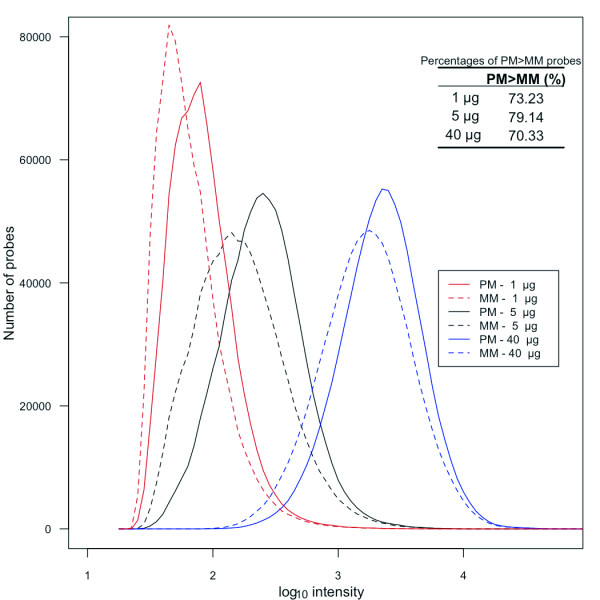
**Effects of applied DNA amounts on signal intensity of PM and MM**. Probe numbers in 0.1 log_10_-intensity windows were plotted with a step width of 0.05 log_10_-intensity. A comparison is shown between the probe number distributions obtained using different quantities of gDNA products.

**Figure 2:**
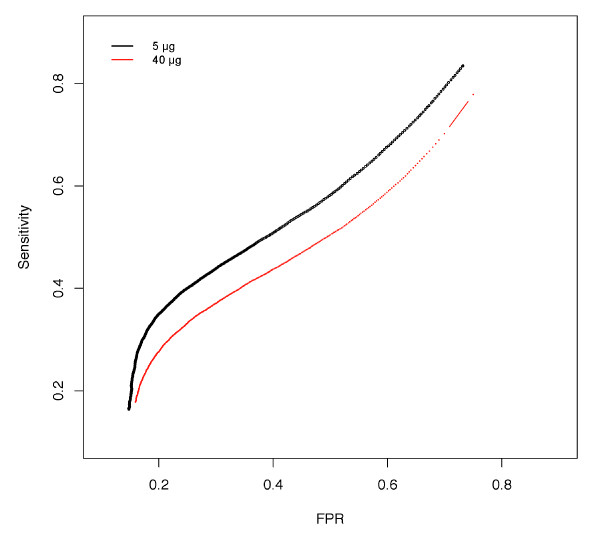
**Improvement of SFP detection performance at the optimized condition**. SFP detection performances were compared by ROC curves. Sensitivity (the ratio of the number of correctly called SFPs to the expected number of SFPs) was plotted against the false-positive rate (the ratio of the number of falsely called SFPs to the total called number of SFPs) by changing the thresholds of analysis.

We compared three methods of SFP detection with the 5 μg application: analysis of variance (ANOVA), SAM [30], and SNEP [26]. ANOVA is a simple and classical test for SFP detection between two strains [1,10-13]. SNEP is our recently developed robust method to detect SFPs as outliers of difference log_10 _PM intensities within a probe set between two strains for cRNA hybridization, and it is also applicable for gDNA hybridization. The log_10 _intensities of raw PM values were used to determine SFPs in each analysis. SFP detection performance was evaluated by ROC curves (Figure 3A). Although the three methods showed similar performances, SAM showed better performance with the stringent threshold where FPR was lower than 0.3. Although both sensitivity and FPR were increased by lowering the threshold level for SFP detection, the FPR reached a limit at about 14% with elevating threshold (Figure 3A). To examine background correction effects, major correlations; MAS5 [32], RMA [27], and GCRMA [33] and normalization methods; scaling [32] and quantile [34] were applied before selection of probes and comparison of their SFP detection performances (Figure 3B). No method had positive effects on the detection of SFP by SAM, and the effects of the corrections with other detection methods were found to be the same (data not shown). As a consequence of above comparisons, a simple SAM of log_10_-transformed PM intensities with no background correction or normalization showed the best performance. The most suitable threshold was at *delta *= 0.378 for SAM, and the sensitivity and FPR were 38.89% and 23.58%, respectively (Table 2, Figure 2 and 3).

**Figure 3:**
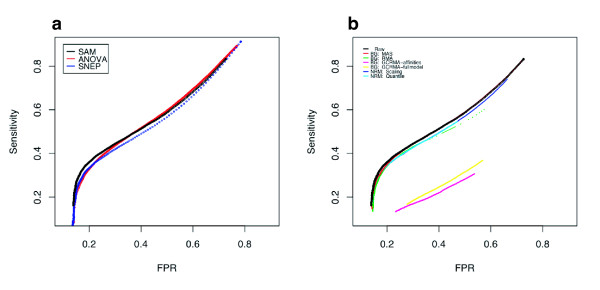
**Comparison of SFP detection performances using different statistical tests and background correlations**. (a) Performances of the three statistical tests for called SFPs: classical Student's *t*-test (SAM, black and ANOVA, red) and a newly developed method for SFP detection (SNEP, blue). (b) The effects of six different signal corrections on SAM analysis: MAS5 (red), RMA (green), GCRMA (their affinity [magenta] and full model [yellow]), and global scaling (dark blue), and quantile normalization (light blue). Definition of "Sensitivity" and "FPR" is the same as in Figure 2.

Considering the wide range of potential applications of detected SFPs, it is worthwhile to investigate the distribution of SFPs in the genome. The distribution of the number of unique probes, predicted SFPs, correctly and falsely called SFPs, and the sensitivity of SFP detection in a 1-Mb window are indicated in Figure 4. On an average, each 1-Mb window contained 1,126 probes, and a total of 3,767 windows (covering 382 Mb of the Nipponbare genome) with a step width of 0.1 Mb resulted from a sliding window approach. The distribution of predicted SFPs in the 93-11 genome was similar to the number of synonymous substitutions per site between Nipponbare and 93-11 genes, as reported by Tang *et al*. [35]. However, there were differences in the distribution of SNPs, including in non-coding regions, between Nipponbare and 93-11 genomes [36]. Our correctly called SFP probes were distributed similar to predicted SFP probes and the sensitivity appeared uniformly throughout the genome, although some falsely called probes were observed. This suggests that apart from a small region with high false-positive rates, SFP detection by gDNA hybridization can cover all SNPs, including SNP-poor regions, with considerable accuracy.

**Figure 4:**
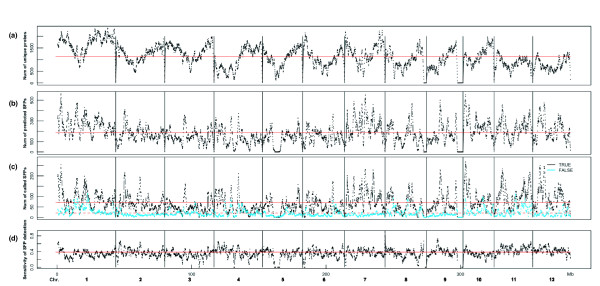
**Distribution of the number of probes in the Nipponbare genome**. Distribution of the number of unique probes (a), predicted SFPs (b), correctly and falsely called SFPs (c), and sensitivity of SFP detection (d) in a 1-Mb window with a step width of 0.1 Mb. SFPs were called by SAM at a threshold of delta = 0.378. TRUE and FALSE are the same as in Table 2. Red lines indicate averages through the genome.

### SFP detection using SNEP by rice transcript cRNA hybridization

Gene expression data from two tissues (shoot and young panicle) of Nipponbare and 93-11 cultivars were obtained according to Affymetrix standard protocols. 

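The young panicle data examined here came from panicles 2 cm long of Nipponbare, a japonica cultivar of rice, and of 93-11, an indica cultivar. Labeled cRNA of 5 biological replicates of each cultivar was hybridized to the Affymetrix GeneChip rice array, which is read in 1 colour and represents a transcript as a probe set of PM and MM probes. The methods give 5 replicates for transcripts and the legend of Figure 5 gives 4 without naming them, so all 10 arrays were used. The shoot transcripts and the gDNA hybridizations were not analysed here. The authors deposited 57381 probe sets with 1 signal per array on a linear scale, of which 57258 were rice probe sets and the rest Affymetrix controls. The submitters' processing notes name the GeneChip Operating Software (GCOS), version 1.3, and the summarisation of probes and the scaling are not given in the sources used here. The separate PM and MM intensities were not used, so the SFP calls were not repeated, and the values below describe the level of each transcript and its spread between replicates. The arrays were not at a common level. The mean signal after trimming 2% of the probe sets at each end was 272, 377, 271, 262 and 205 on the Nipponbare arrays and 235, 196, 230, 197 and 208 on the 93-11 arrays. This gives 277 ± 62.4 (SD, n = 5) for Nipponbare and 213 ± 18.5 (SD, n = 5) for 93-11 (two-sided exact permutation test, p = 0.0317, adjusted p = 0.129 over 13 array measures). Each probe set was tested with limma on log2(signal + 16) of the deposited values, 93-11 minus Nipponbare, with Benjamini-Hochberg adjustment over 57258 probe sets. The added constant makes the difference of a weak probe set smaller than it would be on log2(signal). The same test was run after each array had been scaled to the same trimmed mean, which moved the median log2 difference of all probe sets from -0.16 to 0.03, and scaled values are given beside the deposited ones. Giving both was decided after the counts of the deposited values had been seen. Most probe sets were designed for japonica transcripts, so a lower signal in 93-11 can reflect a mismatched probe as well as a lower transcript level, and these values do not separate them.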

Raw PM values of all probes were transformed to log_10 _intensities and subjected to SFP calls according to the SNEP procedure [26]. 

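EF-1-alpha, an elongation factor of protein synthesis, had a signal of 13265 ± 2569 (SD, n = 5) in Nipponbare and 11240 ± 953 (SD, n = 5) in 93-11, so that the replicates of this abundant transcript lay close together relative to their mean. OsRan1, a small GTPase of nuclear transport, had 12207 ± 1884 in Nipponbare and 10545 ± 847 in 93-11. Weak transcripts were different. Prolamin, a storage protein of the seed, had 21.6 ± 10.7 in Nipponbare and 15.0 ± 10.0 in 93-11, and OsEXP1, an expansin, which loosens cell walls, had 3.09 ± 1.94 and 4.66 ± 7.04. Over all probe sets, grouped by mean log10 signal, the median SD of log2(signal) between replicates of a cultivar was 1.23 in the 20468 probe sets up to 1.0 and 0.823 in the 11592 from 1.0 to 1.5. It was 0.467 in the 7001 from 1.5 to 2.0, 0.355 in the 6276 from 2.0 to 2.5 and 0.312 in the 6823 from 2.5 to 3.0. Above this, it was 0.286 in the 3913 from 3.0 to 3.5 and 0.237 in the 1185 over 3.5. In the 11006 probe sets with a mean log10 signal above 2.5 in both cultivars, the median SD was 0.293 (quartiles 0.247 and 0.348), and in the other 46252 it was 0.861 (quartiles 0.477 and 1.25). An SD under 0.5 was found in 95.7% of the first group and in 27.0% of the second. Across probe sets, Spearman's rho of mean log10 signal and SD was -0.80. As deposited, the strong probe sets spread more in Nipponbare (median 0.339) than in 93-11 (0.221). The trimmed mean signal of the arrays also varied more in Nipponbare (SD 62.4, against 18.5 in 93-11). After scaling of the arrays the median pooled over cultivars was 0.171 above the threshold and 0.840 below it, and it was not computed per cultivar. With 16 added to each signal before the log, which compresses low values, the median below the threshold was 0.324.

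**Figure D1:**
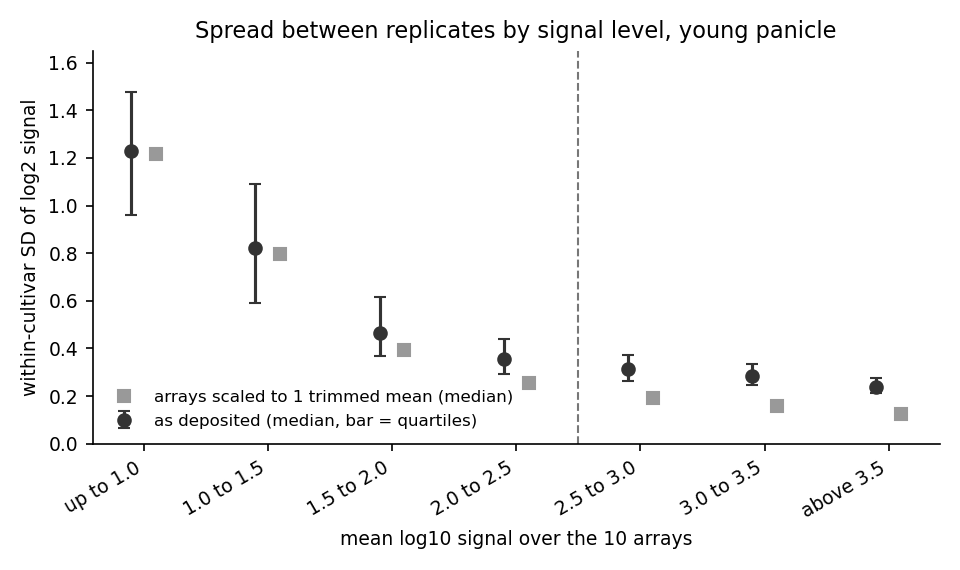
Median SD of log2(signal) between replicates of a cultivar (vertical axis) in probe sets grouped by mean log10 signal over the 10 arrays (horizontal axis), for the deposited values with bars for the quartiles and for the scaled values. As deposited, the median goes from 1.23 in the weakest probe sets to 0.237 in the strongest.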

As reported by Fujisawa *et al*., it is difficult to detect SFPs at low expression levels [26]. To investigate the appropriate expression level of SFP detection, PM intensities from 391,818 unique probes for the Nipponbare genome were compared with those for MM by ANOVA (Figure 5). More than 70% of the probe pairs showed significant differences when log_10 _intensities of PM probes were above 2.5 in both the shoot and young panicle. 

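In the young panicle, OsMT-I-2c, a metallothionein, HSP81-3, a chaperone of the HSP90 family, and DAHPS2, an enzyme at the entry to aromatic amino acid synthesis, were among the named genes of highest signal. Their strongest probe sets lay far above log10 2.5 in both cultivars, while 2 of the 5 of HSP81-3 lay below it in both. PAIR2, which is needed for pairing of homologous chromosomes in meiosis, lay above 2.5 in Nipponbare alone, with a mean log10 signal of 3.00 against 2.20 in 93-11 (n = 5 arrays each). OsGAMyb, a transcription factor of anther development, was also above it in Nipponbare alone, at 2.66 against 2.23. METK3, an S-adenosylmethionine synthetase, and OsAGO14, an Argonaute protein, were above it in 93-11 alone, at 2.89 against 1.60 and 2.55 against 1.75. When the threshold was set on the mean log10 signal of the replicates, 11006 probe sets (19.2% of 57258) lay above 2.5 in both cultivars. Nipponbare alone had 2095 more and 93-11 alone 360, and 43797 (76.5%) lay below it in both. Of the 2095 above it in Nipponbare alone, 1427 were called lower in 93-11 by limma, and of the 360 above it in 93-11 alone, 211 were called higher. In the same groups, limma on scaled values called 1284 lower and 343 higher. After scaling of the arrays, 11226 were above it in both cultivars, 1251 in Nipponbare alone and 930 in 93-11 alone. On each of the 10 arrays singly, 9338 probe sets were above it. The share above it was 40.1% among the 22436 probe sets paired with exactly 1 gene and 5.74% among the others. A threshold of 2.0 gave 16855 probe sets and one of 3.0 gave 4514. These counts use the deposited signal of a probe set, which is not the PM intensity that the paper works with. To find an expression level suited to SFP detection, the paper compares PM with MM intensities at each level (Figure 5) and reports that most pairs differ above log10 2.5.

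**Figure D2:**
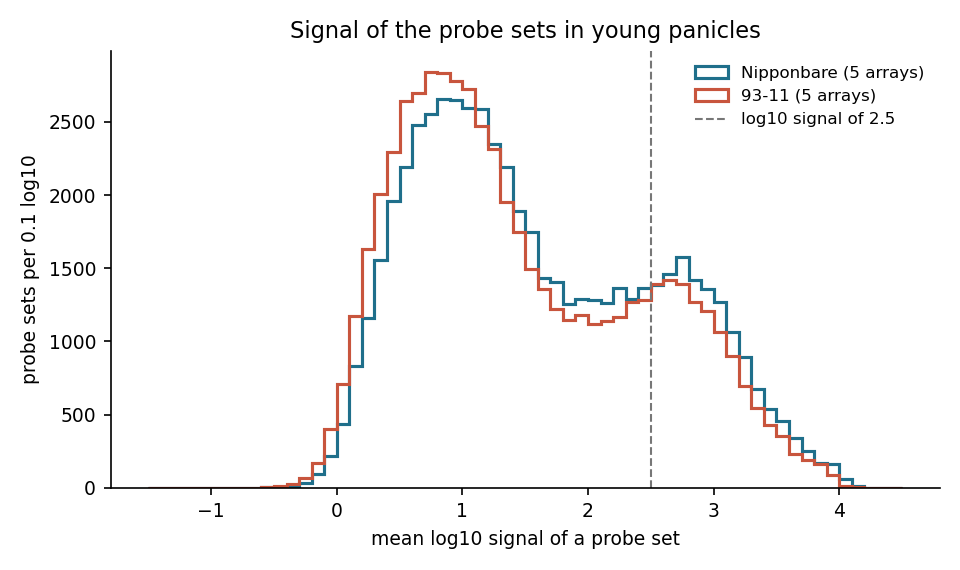
Number of probe sets (vertical axis) by mean log10 signal (horizontal axis) in Nipponbare and in 93-11, each a mean of 5 arrays, with a line at 2.5. Most probe sets lie left of the line in both cultivars, 43797 of 57258.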

Subsequently, probe sets with a high expression level, where the median log_10 _intensity of a probe set was above 2.5 for both Nipponbare and 93-11 transcripts, were extracted from the unique probe sets. The performance of SNEP using PM intensities for calling SFPs was investigated by ROC curves of the shoot and young panicle (Figure 6). Data of the young panicle showed better performance than the shoot one. This was consistent with results of the comparison between PM and MM intensities of the Nipponbare genome when the log_10 _intensities of PM probe were above 2.5 (Figure 5). SNEP performances at a significance level of 10^-6^, the most suitable threshold on the ROC curve of the shoot (Figure 6), for shoot and young panicle data are summarized in Table 3. SFP detection accuracy with young panicle data was better than that with shoot data, and the number of correctly called SFPs was higher in the young panicle (3,513) than in the shoot (3,393), however, the difference of SFP detection accuracies between young panicle and shoot data was not significant.

**Table 3:** Number of SFPs detected by transcript cRNA hybridization

Tissue type	Shoot	Young panicle	Intersect^a^	Union^b^
Total probe sets	12,620	12,538	11,112	15,768
(Total probes)	(121,763)	(120,708)	(107,129)	(171,482)

SFP probes	6,657	6,549	5,573	7,633

Called	4,324	4,467	3,382	5,409

TRUE	3,393	3,513	2,812	4,094
	51.0%	53.6%	50.5%	53.6%

FALSE	931	954	570	1,315
	21.5%	21.4%	16.9%	24.3%

Genome^c^	2,150	2,208	1,818	2,540

The probe sets with intensity above log_10_-2.5 for both Nipponbare and 93-11 genomes were surveyed. Called indicates the number of probes detected as SFP probes at *p *< 10^-6 ^by SNEP. TRUE and FALSE are same as in Table 2. ^a^, the case applied to the both shoot and young panicle. ^b^, the case applied to either shoot or young panicle. ^c^, the number of SFPs detected by whole-genome hybridization in TRUE.

**Figure 5:**
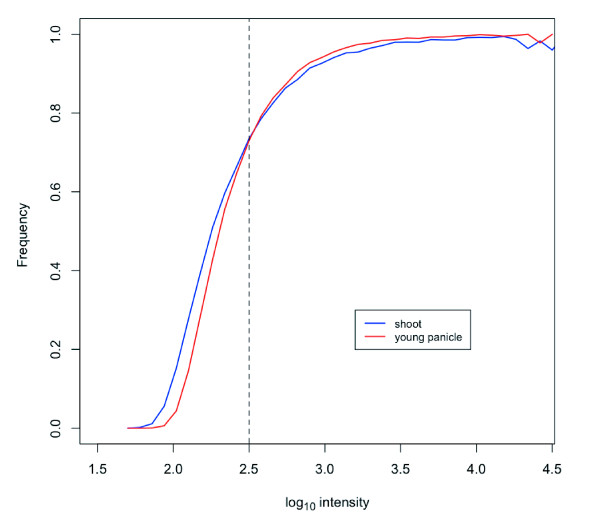
**Effect of signal intensity on the intensity difference between PM and MM probes for completely match transcripts**. Four replicates of shoot or young panicle data were analyzed by ANOVA, and the frequency of probe pairs with significantly different intensities (*p *< 0.05) between PM and MM were plotted against averaged PM signal intensities within 0.1. The dashed line indicates the cut-off signal value (2.5) for mRNA analysis.

**Figure 6:**
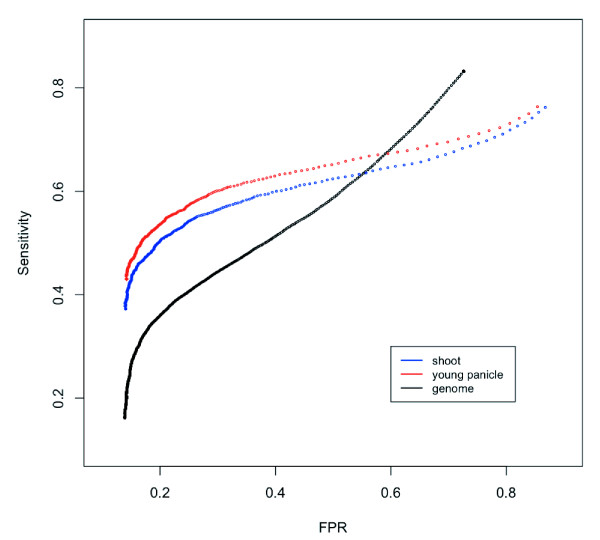
**Comparison of SFP detection performance of transcript and whole-genome hybridizations**. SFP detection performances of shoot (blue) and young panicle (red) transcript hybridizations by SNEP, and of whole-genome hybridization (black) by SAM are represented by ROC curves. Definition of "Sensitivity" and "FPR" is the same as in Figure 2.

To investigate effects of selection by gene expression level on SFP detection by transcript hybridization, SNEP analyses were performed for all probe sets. In SNEP analysis, extraction of probes sets does not affect on individual SFP detection performance, because SNEP analysis performs SFP detection on a set by set basis. However, extraction by expression level improved total SFP detection sensitivity and FPR by transcript hybridization (Table 4, Additional file 1). Sensitivities of true SFP detection for shoot and young panicle data at the same SNEP threshold, 10^-6^, were markedly decreased by addition of low expression genes from 51.0% to 6.9% and from 53.6% to 7.7%, respectively (Table 4). FPRs also became worse from 21.5% to 30.2% in shoot and from 21.4% to 27.4% in young panicle. However, in SNEP analyses for all probe sets, increments of the detected numbers of true SFPs in both transcript hybridizations could be achieved without a large increment of false positive SFPs at a stringent threshold, 10^-11.25^~10^-10.05^, (Table 4). SNEP analyses of all probe sets at a stringent threshold are an alternative to those of highly expressed genes at a moderate threshold for obtaining more true SFPs.

**Table 4:** Effects of low expressed gene elimination on SFP detection performances in transcript hybridization by SNEP.

Tissue type	Shoot Expressed	Shoot All		Young panicle All	Young panicle All	
Total probe sets	12,620	41,525		12,538	41,525	
Total probes	121,763	391,818		120,708	391,818	

SFP probes	6,657	58,150		6,549	58,150	

SNEP threshold	10^-6.0^	10^-6.0^	10^-11.25^	10^-6^	10^-6.0^	10^-10.05^

Called	4,324	7,793	5,136	4,467	7,492	5,727

TRUE	3,393	5,442	4,030	3,513	5,440	4,502
	51.0%	9.4%	6.9%	53.6%	9.4%	7.7%

FALSE	931	2,351	1,106	954	2,092	1,225
	21.5%	30.2%	21.5%	21.4%	27.4%	21.4%

Numbers of "Shoot Expressed" and "Young panicle Expressed" were from Table 3. Numbers of SNEP analyses for "all" were summarized both at the same SNEP threshold, 10^-6^, and at the same FPR of "Expressed".

In both shoot and young panicle ROC curves, FPR seemed to have a minimum at around 0.1 (Figure 6). Numbers of falsely called SFPs in shoot and young panicle data were 931 and 954 at a significance level of 10^-6^, respectively (Table 3). Even at a higher threshold, at a significance level of 10^-18^, 447 and 520 falsely called SFPs were observed and 352 probes were common in both the shoot and panicle. Because most of the decrease in intensity of falsely called SFPs appeared to be similar to that of real NPs, we investigated this in detail. One possible cause of a falsely called SFP was gene duplication in the 93-11 genome. In the 266 probe sets with common falsely called SFPs, more than half of these target genes appeared to be multiple copies in the 93-11 genome by BLASTN searching, and false-positive probes did not perfectly hit all multiple targets. Another possible cause of falsely called SFPs is alternative splicing or structural differences between the expressed gene and the model used to design the probes. To confirm the influence of alternative splicing and structural differences on SFP detection, we performed SNEP analysis between Nipponbare shoot and young panicle data, and found a total of 92 falsely called SFPs at a significance level of 10^-18 ^(data not shown). In other words, intron-targeting probes were called as SFPs by SNEP when the expression level of a gene was different. Although 3,393 and 3,513 SFPs were correctly called from shoot and young panicle data, respectively, 2,812 SFPs were identical due to their similar expression profiles (Table 3). 

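In the young panicle, of 39 probe sets of MADS-box genes, which set floral organ and meristem identity, 22 had a mean log10 signal above 2.5 in both cultivars. The strongest was 1 of the 4 of OsMADS15, another of which lay below the threshold in both cultivars, with a signal of 7485 ± 1560 (SD, n = 5) in Nipponbare and 6831 ± 870 (SD, n = 5) in 93-11. KNOX, YABBY and WOX genes, of meristem maintenance and organ polarity, had 10 of 15 above it, among them 1 of the 2 of OsYAB1 at 8802 ± 1956 and 5976 ± 1097, the other being below it in both cultivars. Genes of the cell cycle, a list made by symbol after the data had been seen, had 47 of 67 above it, for example OsPCNA, the sliding clamp of DNA replication, at 5998 ± 1188 and 5187 ± 615. All 3 probe sets of the reference genes OsRAc1 and actin-6, both actins, were above it. None of the 7 probe sets of seed storage proteins was above it in either cultivar, nor was any of the 3 of anther and tapetum genes above it in both. Meiosis genes had 4 of 15 above it, of which OsSPO11-4 was at 4268 ± 1156 and 3674 ± 636, while both probe sets of OsHEI10, a crossover protein, were below. The genes of flowering time and clock had 4 of 9 above it, those of panicle architecture 2 of 5 and heat shock and chaperone genes 11 of 39. Of 8 probe sets in the list named indica-japonica trait loci, those of GW2, a grain width gene, and OsCIN2, a cell wall invertase, were above it, and all 6 of OsGBSS1, the Wx starch synthase of the endosperm, were below it in both cultivars. Other lists by symbol, made equally late, gave 31 of 73 for auxin, 29 of 73 for cell wall, 26 of 65 for calcium-dependent kinases and 14 of 33 for cytokinin. They gave 18 of 49 for starch and sucrose, 8 of 27 for photosynthesis, 7 of 29 for heat shock factors, 4 of 19 for gibberellin and 5 of 45 for detoxification. The genes named as examples here, other than OsRAc1, actin-6 and OsCIN2, were picked after their values had been seen.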

A disadvantage of SFP detection by transcript hybridization is that the ability to detect SFPs from RNA data depends on the expression level of a gene in a particular tissue type. To achieve a large number of SFPs, various RNA profiling data from different tissues would be required. In this study, about 40% of correctly called SFPs were detected by transcript hybridization and the remaining were detected by whole-genome hybridization (Table 3).

The distribution of highly expressed genes and correctly called SFPs in the Nipponbare genome was investigated in a manner similar to that of whole-genome hybridization, as indicated in the previous section. The distribution of probes of genes expressed highly in both the shoot and young panicle was the same as that of the unique probes used in this study (Additional file 2). 

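Among genes that lie on chromosome 3, 52.3% had a mean log10 signal above 2.5 in both cultivars in the young panicle (95% Wilson interval 50.3% to 54.3%, 1284 of 2456 genes), the highest share of the 12 chromosomes. Chromosome 2 followed at 50.4% (48.3% to 52.6%, 1072 of 2125 genes). Chromosome 11 had the lowest share, at 35.1% (32.0% to 38.4%, 297 of 846 genes), and chromosome 10 had 39.5% (36.3% to 42.7%, 355 of 899 genes). Fisher's exact test of each chromosome against the rest, adjusted over 12 chromosomes, gave p = 2.43e-10 for chromosome 3, 5.08e-05 for chromosome 2, 3.93e-10 for chromosome 11 and 1.94e-04 for chromosome 10. Chromosome 4 had 43.1% (adjusted p = 0.0465), chromosome 12 had 42.6% (0.0793) and chromosome 1 had 44.4% (0.122). Chromosomes 5, 6, 7, 8 and 9 lay between 45.2% and 47.6%, with adjusted p of 0.290 and above. Over all 17903 genes placed on a chromosome, 8233 (46.0%) were above the threshold, and the shares differed more than shuffling the genes allows (chi-square 126, permutation test with 100000 shuffles, p = 1e-05, the smallest these shuffles can give). Each gene was counted once, by its probe set of highest mean signal. The chromosome of a gene was taken from the RefSeq annotation of assembly ASM3414082v1, and no positions along chromosomes were compared. The intervals and tests treat genes as independent, and the shoot was not analysed here.

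**Figure D3:**
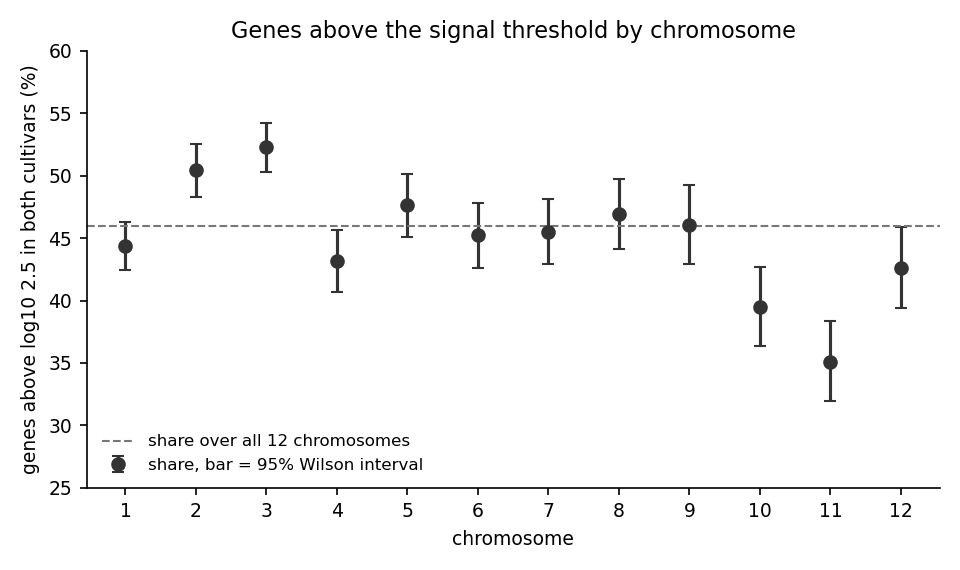
Percentage of genes with a mean log10 signal above 2.5 in both cultivars (vertical axis) for each of the 12 rice chromosomes (horizontal axis), with 95% Wilson intervals and a line at the share over all genes, 46.0%. Chromosome 3 lies above the line at 52.3% and chromosome 11 below it at 35.1%.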

The distribution of correctly called SFPs in both tissues corresponded with that of expressed genes.

### Analysis of false-negative and -positive SFPs by whole-genome hybridization

SFP detection performance of whole-genome hybridization was inferior to that of transcript hybridization (Figure 6). Low gene expression levels caused low sensitivity in SFP detection by transcript hybridization. Causes of low sensitivity in SFP detection would be different for whole-genome and transcript hybridizations. We examined probe binding affinities. The distribution of binding affinities of all unique probes, correctly called SFP probes, and false-negative SFP probes were investigated (Figure 7). Each PM probe binding affinity (Δ*G*) was calculated by nearest-neighbor thermodynamic parameters [37]. We found that almost all unique probes had binding affinities of approximately -24~-25 kcal/mol, and the plot for correctly called SFP probes indicated a sharp and high peak at around -24 kcal/mol. However, the plot of SFP probes that were not called (false negatives) was shifted to strong binding affinities. This result leads us to conclude that SFP detection by whole-genome hybridization is difficult with probes that have very strong binding affinities. By selecting lower-affinity probes, with Δ*G *> -26 kcal/mol, the SFP detection sensitivity was improved from 38.89% to 56.72% with a similar FPR (24%; data not shown).

**Figure 7:**
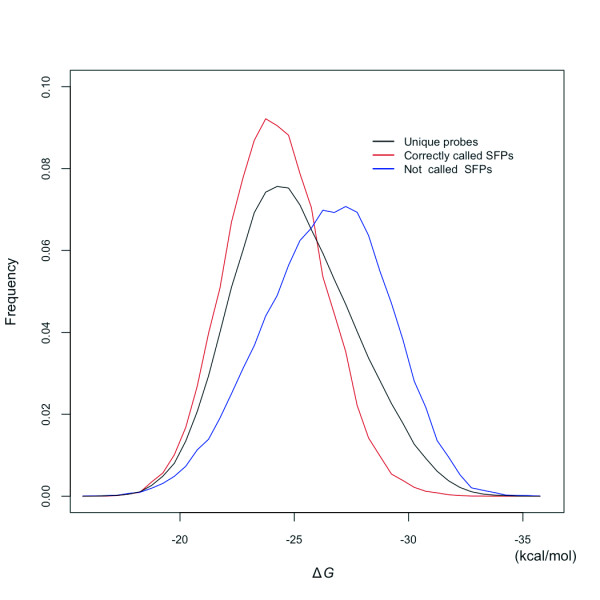
**Effects of probe binding affinity on SFP detection by whole-genome hybridization**. Frequencies of unique probes (black), correctly called SFP probes (red), and false-negative SFP probes (blue) in 0.5 kcal/mol window are plotted against their binding affinities.

Even at a stringent threshold of SFP detection, significant false-positive calls existed and there was a minimum FRP limit on the ROC curve at around 0.1 (Figure 2, 3). Sources of the false positives in SFP detection by whole-genome hybridization may be different from those by transcript hybridization. Amplification polymorphisms during whole-genome amplification by annealing random primers to polymorphic sites are possible causes of false positives. Because the amplified fragment length in the case of whole-genome hybridization was 100-250 bp and probes in a probe set were concentrated in a ~300-500 bp region near the 3'-end of genes, false positives by amplification polymorphisms should be clustered. The number of false-positive probes in a probe set were compared with those expected from random occurrences (Figure 8). The observed false-positive probes were not randomly distributed within probe sets and were clustered. This suggested that amplification polymorphisms caused false-positive SFPs by whole-genome hybridization.

**Figure 8:**
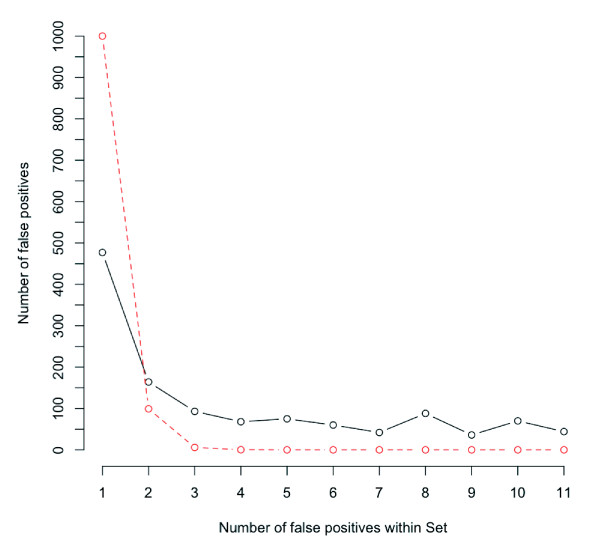
**Distribution of false-positive SFPs in a probe set by whole-genome hybridization**. Falsely called SFPs were added up at every number in a set. Red and black lines show expected and observed value, respectively. Expected values were estimated by a binomial distribution of the false-positive rate.

## Discussion

Many new applications of oligonucleotide arrays have been developed in recent years. In this study, we describe a method to seek optimal conditions for SFP detection by both genome and mRNA hybridizations using the differences between PM and MM probe signal intensities of completely matched targets. These optimizations greatly improve SFP detection performances in both whole-genome and transcript hybridizations. This simple method is applicable to any other Affymetrix arrays of any species. Especially, for large genome species, this method will be useful to evaluate the possibility of SFP detection.

Under the optimized conditions, SFP detection performances in both genome and mRNA hybridizations were evaluated using the whole genome sequences of the two sequenced strains of *O. sativa *Nipponbare and 93-11. Sensitivity (38.9%) and FPR (22.4%) of SFP detection by whole-genome hybridization was less than the reported sensitivity (57%) and FPR (13%) of SFP detection by genome hybridization of *Arabidopsis *[2]. Following the *Arabidopsis *protocols [31], 40 μg of labeled product was obtained from 300 ng of rice gDNA. The labeled product (40 μg) was used in *Arabidopsis *whole-genome hybridization experiments, and the rice optimal concentration was ~20 times lower than that of *Arabidopsis*, considering their genome sizes. Although a lower target concentration was used for rice whole-genome hybridization and single copy probes were selected for analysis, PM and MM probe intensities could not be sufficiently differentiated. These limitations affected SFP detection. The GC content of rice genes was found to be higher than that of *Arabidopsis *[38,39]. Thus, binding affinities of many rice probes are stronger than those of Arabidopsis, making it more difficult to effectively detect SFPs. In fact, for rice whole-genome hybridization, it was difficult to separate MM probe intensities in the Affymetrix Rice Genome array from PM probe intensities, although overall PM probe intensities were maintained at the same level as those in the GeneChip^® ^*Arabidopsis *ATH1 Genome Array for *Arabidopsis *whole-genome hybridization (data not shown).

Our results from the whole-genome approach suggested that false-positive probes were clustered due to amplification polymorphism caused by nearby SNPs. Thus, these false positives can be used as genetic markers if there is a real NP within 200 bp around them.

Using shoot and young panicle transcripts, higher SFP detection sensitivities (51% and 54%) were observed with a similar FPR of 21%. Comparing our previous results, a sensitivity of 65% and FPR of 10% for 1,901 probe sets from the canonical rice data of the young panicle [26], the SFP detection performances from our present results appears inferior. The differences between previous canonical and present data are as follows: all probe sets of canonical data consisted of 11 probes (in the present case, probe sets with more than 6 probes); all probes in the canonical data set were single copies in both Nipponbare and 93-11 genomes (in the present case, single copy only in the Nipponbare genome); and probe sets that consisted of probes entirely polymorphic to the 93-11 genome were eliminated in the canonical data probe sets (also included in this study). These differences made it difficult for SNEP to detect SFPs, because SNEP detects SFPs as outliers.

Using sequence analysis, in the focused 41,525 probe sets, 17,912 probe sets were expected to have SFP probes in the 93-11 genome (Table 1). However, a substantial number of predicted SFPs were excluded for SNEP analysis of transcripts, because probe intensity with NP was affected only when the gene was expressed at a high level. Even for SFPs containing probe sets with highly expressed gene, 6~7% of sets consisted of more than half the SFP probes and failed to detect SFPs as outliers in a set. This proportion of highly diverse genes was higher than that expected from the random occurrence of mutations. This is not an unusual phenomenon because differences in gene evolution rates are often observed. Most NPs in highly divergent genes were undetected by SNEP because of the difficulty in distinguishing outliers of log_10_-intensity differences in a set. On the other hand, several issues aside from NP, such as alternative splicing or gene duplication, lead to SFPs. Gene duplication can result from unequal crossing over in chromosomal duplication, the outcomes of which can be quite different. Difference in exon-intron structure between duplicated genes in the 93-11 genome could also lead to these misclassifications. Some false positive SFPs detected by transcript hybridizations were attributed to various forms of genetic diversity such as copy number of a gene and alternative splicing. In other words, SNEP detects differences not only in nucleotide sequences and expression levels of a gene, but also in the gross structure of a gene.

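In young panicles, METK3, an S-adenosylmethionine synthetase, showed the largest rise in 93-11 among named genes with a mean log10 signal above 2.5 in the higher cultivar, from a signal of 46.4 ± 29.1 (SD, n = 5) in Nipponbare to 789 ± 132 (SD, n = 5) in 93-11. TOM20, a receptor of mitochondrial protein import, rose from 307 ± 75.7 to 1432 ± 134, and OsAOC, an enzyme of jasmonate synthesis, from 1108 ± 247 to 2601 ± 612. Among the largest falls, OsC3H40, a zinc finger gene, went from 1858 ± 546 to 14.3 ± 6.36, OsAPx05, an ascorbate peroxidase, from 958 ± 196 to 14.0 ± 7.45, and OsVDAC1, a channel of the outer mitochondrial membrane, from 1175 ± 223 to 50.0 ± 17.0. AldC-1, an aldolase of glycolysis, fell from 680 ± 207 to 3.62 ± 2.54, and 1 of its 2 other probe sets was also called lower. On the log2 scale METK3 rose by 3.79 (standard error 0.26, limma adjusted p = 1.79e-08) and OsC3H40 fell by 5.93 (standard error 0.21, adjusted p = 9.72e-12), and after scaling of the arrays the differences were 4.12 and -5.68. The 10 named genes of largest rise also held OsAGO14 (2.34), OsMT-1, a metallothionein (1.59), OsSPL14, GI, OsGUT1 (1.11), OsC3H49 (1.06) and PRIN2 (1.03). The 10 of largest fall also held OsHsp18.0, OsHsp18.1, CAB2R, OsPRDA1 (-4.84), OsGER5 (-4.02) and OC-X (-3.98). In 93-11 the signals of OsC3H40, AldC-1, OsAPx05, OsPRDA1 and OC-X were at the level of transcripts that are barely detected, so the size of these falls and their order depend on the constant added before the log, and they are read as falls to a weak signal and not as measured folds. The rule that picked these genes required that no array of one cultivar lay within the range of the other. Each had the same direction and was called after scaling. Most probe sets were designed for japonica transcripts, so falls here and in the paragraphs below can also reflect mismatched probes. These values do not separate this from lower transcript levels. The sample labels give no time of day of harvest. If this differed between the cultivars, its share in the differences cannot be told apart from that of cultivar. This holds for the clock and photosynthesis genes below as well, and it was not tested. OsVDAC1 has 2 other probe sets, of which 1 was called lower. TOM20 has 2 others and OsPRDA1 has 1, none of which was called as deposited, and 1 of TOM20 was called higher after scaling (0.37). Over all probe sets, 951 were called higher and 6788 lower in 93-11 as deposited, and 4490 higher and 5274 lower after scaling, so that 87.7% of the calls were lower as deposited and 54.0% after scaling. All 951 called higher were also called higher after scaling, 5272 of those called lower were also called lower, and none was called the opposite way. Among probe sets above log10 2.5 in both cultivars, 114 were higher and 1367 lower as deposited, and 2112 and 847 after scaling. Over all probe sets, calls of at least 2-fold were 542 higher and 3844 lower as deposited, and 827 and 2819 after scaling. Without the arrays numbered 5 of both cultivars, left out because of their high 3'/5' ratios once these had been seen, 848 were higher and 8720 lower as deposited, and 4892 and 5310 after scaling.

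**Figure D4:**
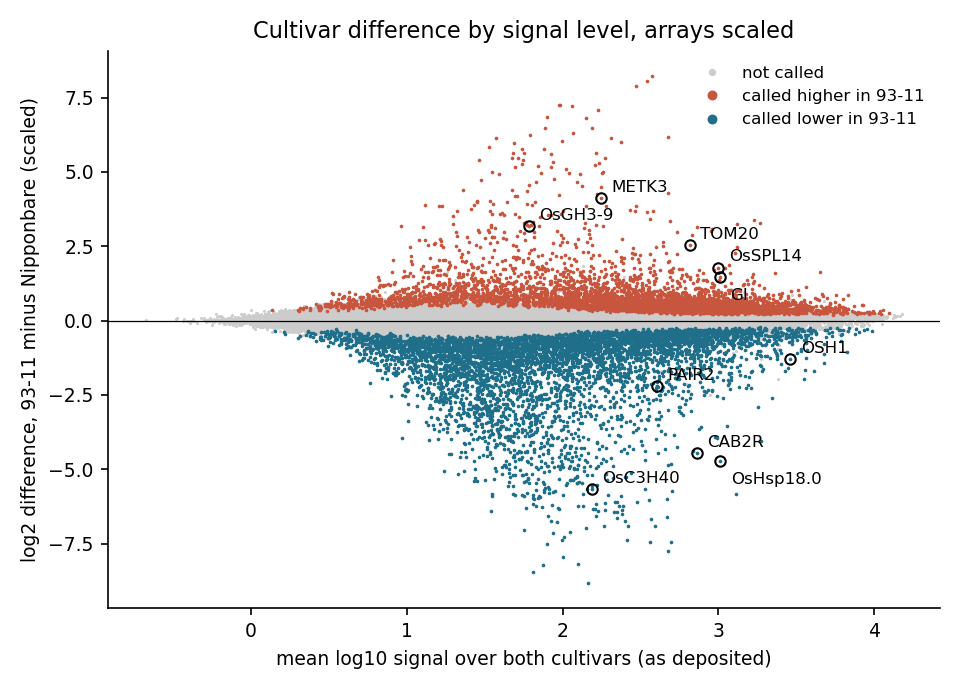
Log2 difference, 93-11 minus Nipponbare, after scaling (vertical axis) against mean log10 signal (horizontal axis) for each probe set, with called probe sets coloured and some named genes marked. Called falls of at least 2-fold (2819) outnumber called rises of that size (827).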

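Of the genes that shape the panicle, OsSPL14, a transcription factor of panicle branching, rose from 647 ± 276 (SD, n = 5) in Nipponbare to 1685 ± 413 (SD, n = 5) in 93-11, and RFL, the rice LEAFY gene of inflorescence branching, from 691 ± 211 to 1095 ± 215. OSH1, a KNOX gene that maintains the shoot meristem, fell in 1 of its 2 probe sets, from 5247 ± 1182 to 1635 ± 235, while the other gave 4658 ± 1208 and 4004 ± 705 and was not called. PAIR2, of homologous pairing, fell from 1030 ± 236 to 162 ± 29.0, and OsMEL1, an Argonaute of germ cells, from 4327 ± 1080 to 1402 ± 438. GI, the clock gene GIGANTEA, rose from 712 ± 195 to 1548 ± 361. On the log2 scale, the differences of OsSPL14, PAIR2 and OSH1 were 1.43, -2.54 and -1.66 as deposited (limma, adjusted p = 6.10e-04, 4.45e-08 and 2.87e-06) and 1.78, -2.21 and -1.30 after scaling. RFL was at 0.68 (adjusted p = 0.0375), a call that was lost when any of 7 of the 10 arrays was left out, and at 1.03 after scaling (adjusted p = 1.71e-04), where no array decided it. Of 5 probe sets of panicle architecture genes, OsSPL14 and RFL were higher and none was lower, also when adjusted over the list alone (in limma 2 higher and 0 lower at an unadjusted p under 0.05, and 0 lower by the methods' t-test), and after scaling LAX1 was higher as well. As a list these genes were higher than other probe sets (camera, adjusted p = 0.00266, 0.0137 after scaling). This call was lost with adjusted p = 0.807 with an estimated correlation and adjusted p = 0.360 with an estimated correlation after scaling. As deposited, 7 of 100 splits of the arrays into 5 and 5, the real one included, gave a camera p as small. Chance can therefore not be excluded for this list. Of 39 probe sets of MADS-box genes, none was higher and OsMADS5, OsMADS13, OsMADS16 and OsMADS58 were lower (also 4 when adjusted over the list alone), with 2 higher at an unadjusted p under 0.05 in limma and 0 by the methods' t-test. After scaling, OsMADS2, OsMADS3, OsMADS29 and OsMADS34 were higher and OsMADS13 and OsMADS16 lower, and OsMADS58 was no longer called (-0.66 as deposited, a call lost without Nipponbare replicate 3 or 93-11 replicate 4, and -0.31 after scaling). Of 15 probe sets of KNOX, YABBY and WOX genes, that of OSH45 was higher and 4, of OSH1, OSH43 (both of its probe sets) and OsYAB2, were lower (1 higher and 6 lower when adjusted over the list alone). After scaling, OSH3, OSH45, OSH71 and OsYAB3 were higher and OSH1 alone was lower. OSH45 (0.67, adjusted p = 0.0381) also lost its call without any of 7 of the arrays but not after scaling, and so did OSH43 as deposited in its probe set of larger fall (-0.79, adjusted p = 0.0434). LAX1, OSH3, OSH71, the YABBY genes and the MADS-box genes other than OsMADS13 and OsMADS58 were singled out after their values had been seen.

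**Figure D5:**
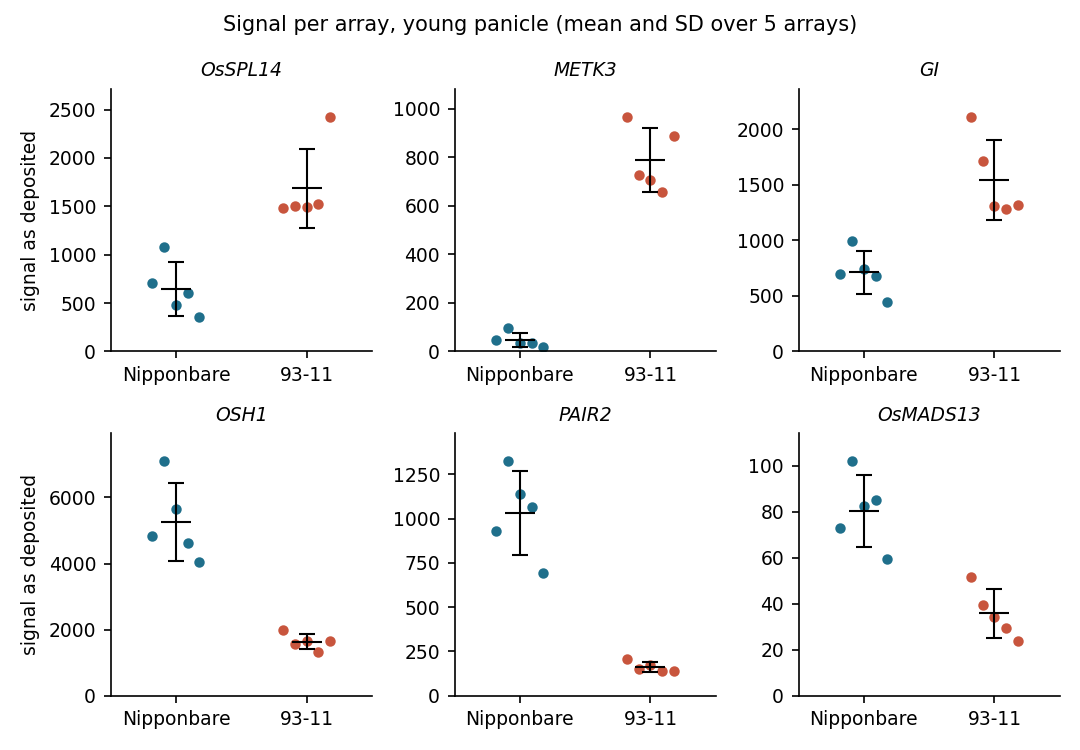
Signal on each of the 5 arrays of each cultivar (vertical axis, as deposited) for 1 probe set each of OsSPL14, METK3, GI, OSH1, PAIR2 and OsMADS13, with the mean and SD. In each gene shown, no array of one cultivar lies within the range of the other, with OsSPL14, METK3 and GI higher in 93-11 and the others lower, as deposited and after scaling.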

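Of 15 probe sets of meiosis genes, PAIR2 and OsMEL1 were lower and none was higher as deposited (also 2 when adjusted over the list alone, with 0 higher at an unadjusted p under 0.05 in limma and 0 by the methods' t-test), and after scaling OsDMC1, a recombinase, and OsSPO11B were higher, the latter in 1 of its 3 probe sets. Of 3 probe sets of anther and tapetum genes, OsGAMyb fell by 1.34 on the log2 scale (limma, adjusted p = 2.58e-05) and TDR, a tapetum transcription factor, fell by 1.22 (adjusted p = 0.0204), with 1.01 and 1.00 after scaling, and both remained when adjusted over the list alone. The call of TDR was lost when any of 5 of the arrays was left out, and after scaling when any of 8 was. The panicles are described by their length alone. Whether meiosis and anthers were at the same stage in both cultivars is not recorded and was not tested. Of 9 probe sets of flowering time and clock genes, OsPRR1 was higher (0.76, a call lost without Nipponbare replicate 1, and 1.10 after scaling) and 3 of OsPRR37 and OsPRR73 were lower (1 and 4 when adjusted over the list alone). OsPRR37, a clock gene that delays heading, fell by 1.48 in one probe set and by 0.90 in the other (adjusted p = 0.0491), which was not called after scaling (-0.61, adjusted p = 0.107). OsPRR73 fell by 0.86 in 1 of its 2 probe sets. After scaling, 1 was higher and 2 were lower. OsCIN2 was the only one of 8 probe sets in the list of indica-japonica trait loci that was lower (-0.96, adjusted p = 0.00403), was not called after scaling (-0.61, adjusted p = 0.0622), and was also the only one when adjusted over the list alone (0 higher, also at an unadjusted p under 0.05 in limma and by the methods' t-test). GW2 was higher after scaling only (0.66, adjusted p = 0.00229). Of 3 probe sets matched as NLR disease resistance genes, none was called as deposited or when adjusted over the list alone, and in limma 1 was at an unadjusted p under 0.05, with 0 by the methods' t-test. After scaling RGA1, which by its symbol matched the list but is a G protein alpha subunit, was higher (0.30, adjusted p = 0.0264). Of 4 probe sets of peroxidases in the list of detoxification enzymes none was called as deposited or over the list alone (in limma 1 at an unadjusted p under 0.05, 0 by the methods' t-test), and both of PRX112 were higher after scaling. This list does not hold all peroxidases: OsAPx05, among the largest falls above, was not matched by it. The 3 probe sets of reference genes, the 7 of seed storage proteins and that of OsEXP1 in the cell wall list gave 0 calls in limma, 0 over the list alone, 0 at an unadjusted p under 0.05 and 0 by the methods' t-test, as deposited. None of the lists in this paragraph was called by camera (smallest adjusted p = 0.213 as deposited, for anther and tapetum genes, and 0.181 after scaling). By fry, which tests a list against no change, anther and tapetum genes were lower (adjusted p = 0.0108, 0.0102 after scaling). The meiosis list was called by fry after scaling only (adjusted p = 0.0948 and 0.0123), with 2 probe sets higher and 2 lower. Its means overlapped between cultivars after scaling (exact permutation test, adjusted p = 0.1825). The means over the anther and tapetum list overlapped between cultivars as deposited and did not after scaling (exact permutation tests, adjusted p = 0.0730 and 0.0365). OsDMC1, OsSPO11B and GW2 were named after their values had been seen.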

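OsHsp18.0, a small heat shock protein and so a chaperone of stressed cells, fell in young panicles from 7510 ± 3431 (SD, n = 5) in Nipponbare to 296 ± 344 (SD, n = 5) in 93-11, and 1 of its 2 other probe sets was called lower too, from 1011 ± 274 to 108 ± 20.3. OsHsp18.1 fell from 1021 ± 546 to 15.8 ± 5.01 in one probe set and from 909 ± 430 to 27.7 ± 10.3 in the other. HSP81-3 fell in 1 of its 5 probe sets only, from 7997 ± 1689 to 2857 ± 383. Of 39 probe sets of heat shock and chaperone genes, 21 were lower and none was higher as deposited (26 lower and 0 higher when adjusted over the list alone, 0 higher at an unadjusted p under 0.05 in limma and 0 by the methods' t-test, which called 11 lower). Among small heat shock proteins singled out later, OsHsp16.6 (0.06), OsHsp17.8 (0.04), OsHsp22.3 (-0.17) and OsHsp24.1 (-2.52, standard error 0.95, adjusted p = 0.101) were not called as deposited or after scaling (0.27, 0.30, 0.02 and -2.19). After scaling 16 were lower and OsHsp18.8, named for this reason, was higher, and without the arrays numbered 5, whose control ratios stood apart, 10 were lower after scaling. The log2 difference of OsHsp18.0 was -5.05 (limma, adjusted p = 2.84e-05) and -4.72 after scaling, and that of OsHsp18.1 -4.84 and -4.59, whose size also depends on the added constant because the 93-11 signal is weak. The list was lower than other probe sets (camera, adjusted p = 8.89e-07, 5.55e-06 after scaling), with adjusted p = 0.947 with an estimated correlation and 0.594 with an estimated correlation after scaling. As deposited, 13 of 100 splits of the arrays into 5 and 5, the real one included, gave a camera p as small. Chance can therefore not be excluded for the list test. Averaged over the list, the arrays of the cultivars did not overlap as deposited and overlapped after scaling (exact permutation tests, p = 0.00794 and 0.0159, adjusted p = 0.0609 for both over 23 lists). Genes of photosynthesis and chlorophyll synthesis were picked by symbol after the data had been seen. CAB2R, a light-harvesting protein, fell from 4149 ± 999 to 178 ± 174 and in its other probe set from 8948 ± 2044 to 573 ± 573, and PSAH, a subunit of photosystem I, from 468 ± 50.9 to 52.7 ± 36.3. CHLH, PORA, PORB, CAO and CHLP, enzymes of chlorophyll synthesis chosen after their values were seen, were called lower, CHLH in 1 of its 2 probe sets. CHLG, of the same pathway, was not called as deposited (-0.04) and was higher after scaling (0.31, adjusted p = 0.0170), and CHL9 was called in neither. Of the 27 probe sets of this list 15 were lower and none was higher as deposited (2 and 15 when adjusted over the list alone, 2 higher at an unadjusted p under 0.05 in limma and 0 by the methods' t-test), and 14 were lower and 3 higher after scaling (camera, adjusted p = 2.33e-04, 3.99e-04 after scaling). The call was lost with adjusted p = 0.947 with an estimated correlation, and 0.360 with an estimated correlation after scaling. The means over the photosynthesis list did not overlap between cultivars (exact permutation test, p = 0.00794, adjusted p = 0.0609 as deposited and 0.0365 after scaling).

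**Figure D6:**
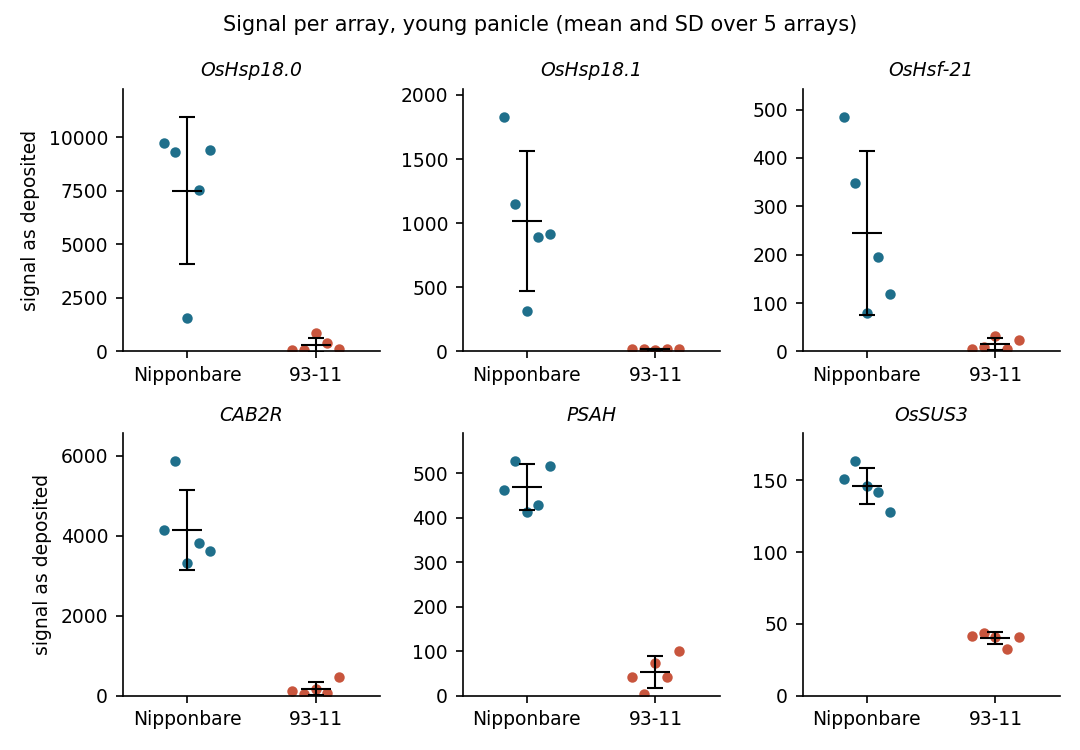
Signal on each of the 5 arrays of each cultivar (vertical axis, as deposited) for 1 probe set each of OsHsp18.0, OsHsp18.1, OsHsf-21, CAB2R, PSAH and OsSUS3, with the mean and SD. All 93-11 arrays lie below all Nipponbare arrays in each gene, each lower as deposited and after scaling, and Nipponbare replicate 3 is the lowest of its cultivar for OsHsp18.0, at 1565.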

More than 27,000 SFPs could be detected by whole-genome hybridization, and about 3,500 SFPs and precise expression polymorphisms could be simultaneously detected by SNEP using transcript hybridization. A technology for simultaneous genotyping by polymorphic markers densely covering the whole genome can be utilized for various applications. Analysis of gene expression levels as a quantitative trait (expression Quantitative Trait Locus: eQTL) is a promising application of SFPs. In eQTL studies of yeast, genotypes of segregants were determined by about 3,000 SFPs from gDNA hybridization, and gene expression levels were determined by another type of microarray with spotted PCR products of the genome [40-42]. The first global eQTL study in a plant was performed in Arabidopsis using 211 recombinant inbred lines, in which genotypes of 540 SFP markers and gene expression levels were evaluated by Affymetrix expression arrays [43]. In barley, using Affymetrix expression arrays and 139 doubled haploid lines, more than 2,000 genetic markers were identified and underwent eQTL analysis with 512 unique segregation patterns in the population [44]. Because these eQTL studies used experimental populations with a limited number of recombinations, the number of genetic markers required for eQTL analysis was not so large. To perform eQTL in rice using an experimental population with homozygous genotypes between *japonica *and *indica*, application of SNEP using transcript hybridization would provide a sufficient number of genetic markers and a robust estimation of gene expression levels.

Recent revolutionary developments in sequencing technologies have challenged microarray technologies [45,46]. However, the Affymetrix GeneChip^® ^array analysis by bulk gDNA hybridization is a cost-effective option for mapping a gene by bulk segregant analysis or QTL extreme mapping, because the rice genome is more than 2.5 times larger than that of Arabidopsis and the required number of reads by a sequencer should be proportional to the genome size.

## Conclusions

In this study, we describe a method to seek optimal conditions for SFP detection by both genome and mRNA hybridizations using the differences between PM and MM probe signal intensities of completely matched targets. The optimizations allowed a more than 20% increase in true SFP detection in whole-genome hybridization and a large improvement of SFP detection performance in transcript hybridization. Significance analysis of the microarray for log-transformed raw intensities of PM probes gave the best performance in whole genome hybridization, and 22,936 true SFPs were detected with 23.58% false positives by whole genome hybridization. For transcript hybridization, stable SFP detection was achieved for highly expressed genes, and about 3,500 SFPs were detected at a high sensitivity (> 50%) in both shoot and young panicle transcripts. High SFP detection performances of both genome and transcript hybridizations indicated that microarrays of a complex genome (e.g., of *Oryza sativa*) can be effectively utilized for whole genome genotyping to conduct mutant mapping and analysis of quantitative traits such as gene expression levels.

## Methods

### BLASTN analysis of Affymetrix GeneChip^® ^array probes

To detect all SFPs with the Affymetrix GeneChip^® ^array in Nipponbare and 93-11 genomes, target sequences for all 628,725 PM probes were searched in both genomes using BLASTN version 2.2.8 [47] (total 371 Mb Nipponbare genome from GenBank/EMBL/DDBJ accession: AP008207 to AP008218 and total 479 Mb 93-11 genome including unmapped contigs of 105 Mb from version 2003-08-01 BGI) under the following conditions: expectation value was 20, match score was 1, mismatch score was -3, cost to open a gap open was 5, and cost to extend a gap was 2. The score of a complete match to the probe target sequence is 25. The score of a single mismatch, depending on the mismatch position, between the target sequence and corresponding probe is from 24 to 21. When the mismatch is in the distal three bases, BLASTN counts a continuous match; however, at inner positions, the score is 21. The score of a single insertion in the target sequence is from 24 to 18, in the same manner. We summarized BLASTN search results of scores greater than or equal to 18. Using this search, if a probe sequence hit only a single region in the genome we considered the probe to be present as a single copy in the genome.

### DNA/RNA preparation and microarray experiments

gDNA from leaves of two rice subspecies, *O. sativa *L. ssp. *japonica *cv. Nipponbare and ssp. *indica *cv. 93-11, was isolated using the Qiagen DNeasy Plant Mini Kit (QIAGEN GmbH, Hilden, Germany). Purified DNA (300 ng) was labeled according to Arabidopsis Protocols [31], and reaction products were hybridized to the Affymetrix GeneChip^® ^arrays according to the Affymetrix standard protocol for RNA [28]. Total RNA was extracted from 3~4-week old shoots of both Nipponbare and 93-11 cultivars using the QIAGEN RNeasy Plant Mini Kit according to the manufacturer's protocol. Labeled cRNA was prepared and hybridized to the Affymetrix GeneChip^® ^arrays according to the manufacturer's guidelines [29]. The Affymetrix GeneChip^® ^arrays were scanned with an Affymetrix GeneChip^® ^Scanner 3000, and raw CEL files were generated by the Affymetrix GeneChip^® ^Operating Software version 1.3. To investigate SFP detection performances of the two rice cultivars, four and five biological replicates of the hybridization as well as data read were carried out for independent gDNA and transcript samples, respectively. These array data were submitted to the Gene Expression Omnibus at http://www.ncbi.nlm.nih.gov/geo/, GSE16341. Gene expression data from 2-cm long young panicles of the two rice subspecies could be obtained as GSE16265.

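Young panicle arrays of the same cultivar resembled each other more than arrays of the other cultivar. The mean correlation of an array with the others of its own cultivar, across the log2(signal + 16) of scaled probe sets, which are not independent replicates, was 0.973 to 0.983, and with the arrays of the other cultivar 0.930 to 0.938. Rice genes with probe sets at both ends of the transcript show how much of the 5' end was labeled, since a high 3'/5' ratio means a weak 5' end. Actin, a cytoskeletal protein, had a 3'/5' ratio of 3.22 ± 0.749 (SD, n = 5) in Nipponbare and 3.60 ± 0.758 (SD, n = 5) in 93-11. Gapdh, an enzyme of glycolysis, had 3.82 ± 1.23 in Nipponbare and 4.93 ± 1.29 in 93-11. Cyclophilin, a protein-folding enzyme, had 3.23 ± 0.208 and 3.19 ± 0.283, and ubiquitin 0.660 ± 0.0230 and 0.665 ± 0.0366. None of these ratios differed between cultivars beyond the spread of replicates (exact permutation tests, adjusted p = 0.722 for actin, 0.454 for Gapdh, 0.810 for cyclophilin and 0.810 for ubiquitin). On the arrays numbered 5, some ratios stood apart. The dap control, a bacterial transcript, had a ratio of 10.0 on Nipponbare replicate 5 and 16.8 on 93-11 replicate 5, against 2.31 to 3.55 and 2.24 to 3.23 on the other four of each cultivar. The thr control had 5.45 and 20.2, against 2.14 to 3.08 in Nipponbare and 2.35 to 3.31 in 93-11 on the others. In 93-11, replicate 5 was not the highest for lys (6.74, against 7.37 on replicate 4) or Gapdh (6.15, against 6.31 on replicate 1). For cyclophilin it was not the highest in either cultivar (3.08 in Nipponbare and 3.12 in 93-11, against up to 3.46 and 3.58). The same held for ubiquitin (0.6775 and 0.689, against up to 0.686 and 0.705). The hybridization controls had a mean signal of 2179 on Nipponbare replicate 2 and 1138 to 1338 on the other Nipponbare arrays.

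**Figure D7:**
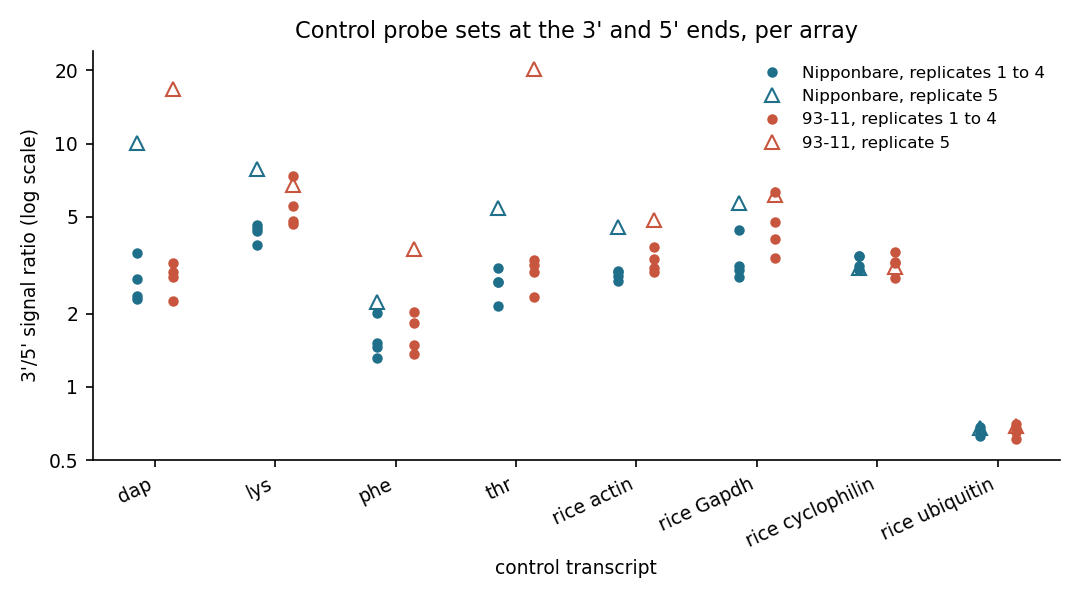
Ratio of the signal at the 3' end to that at the 5' end (vertical axis, log scale) for each control transcript, with a point for each of the 5 Nipponbare and 5 93-11 arrays. The arrays numbered 5 reach 10.0 and 16.8 for dap, above all other arrays of their cultivar.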

### Statistical analysis of SFPs using array data

For SFP detection by whole-genome hybridization, all statistical analyses were performed with the freely available statistical package R. The raw CEL intensity files were analyzed using a series of methods implemented by the software Bioconductor [48]. Background correction and normalization algorithms are available in the affy and gcrma packages. The log_10_-transformed intensity value of each feature was extracted and subjected to data analysis for SFP calls using ANOVA, SAM in package "siggenes" [30], and SNEP http://www.ism.ac.jp/~fujisawa/SNEP/. SNEP was originally developed for transcript hybridization; however, it can also be used for SFP detection by whole-genome hybridization after modification of the SNEP script. PM probe intensities were transformed to log10 values; these are randomly grouped together in 500 PM probes, and SFPs were called in each group. This script is available at the SNEP site. SFP detection by transcript hybridization was performed using SNEP, as described previously [26].

### Calculation of probe binding affinity on the Affymetrix GeneChip^® ^array

The binding stability (Δ*G*) of a PM probe to a complete match target at a wash temperature of 50°C was calculated according to the values of the nearest-neighbor thermodynamic parameters for DNA [37]. The binding stability was used for analysis of false-negative SFPs.

## Authors' contributions

YH carried out the experiments, analyzed the microarray data, and prepared the paper. YH conceived of the study, participated in its design, analyzed sequence data, and edited the manuscript. HF modified SNEP and analyzed the microarray data. TM analyzed sequence data. MK analyzed the microarray data. TS modified SNEP. NK conceived of the study, participated in its design, edited the manuscript, and coordinated this study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Effects of set extraction by their gene expression level on SFP detection performance**. SFP detection performances between highly expressed genes and all genes were compared by ROC curves. Click here for file

Additional file 2 **The distributions of numbers of the designed probes, ones with highly expression, and the sensitivity of SFP detection across Nipponbare genome**. The distributions of numbers of the designed probes (top), ones with highly expression (middle), and the sensitivity of SFP detection at p < 10^-6 ^by SNEP (bottom) across Nipponbare genome in each 3-Mb segment. Click here for file

# Supplementary material for: A simple optimization can improve the performance of single feature polymorphism detection by Affymetrix expression arrays
**Source:** BMC Genomics. 2010 May 20;11:315. doi: 10.1186/1471-2164-11-315
**Supplement:** Additional file 1 — Effects of set extraction by their gene expression level on SFP detection performance. SFP detection performances between highly expressed genes and all genes were compared by ROC curves.

Additional file 1 Effects of set extraction by their gene expression level on SFP detection performance.

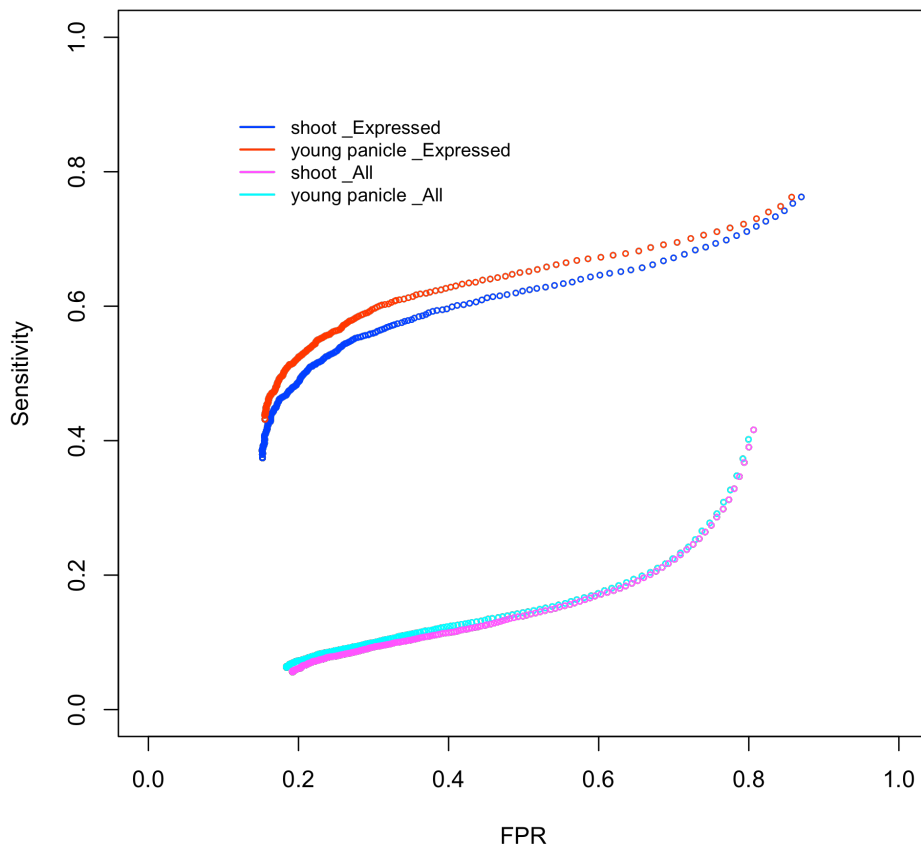

SFP detection performances are represented by ROC curves. SNEP analyses were performed only for highly expressed genes, where the median $\log_{10}$ intensity of a probe set was above 2.5 for both Nipponbare and 93-11 transcripts in shoot (shoot_Expressed), and in young panicle (young panicle_Expressed). “shoot_All” and “young panicle_All” show results of SNEP analyses of 41,525 probe sets (Table 1) in shoot and young panicle transcript hybridizations, respectively.

# Supplementary material for: A simple optimization can improve the performance of single feature polymorphism detection by Affymetrix expression arrays
**Source:** BMC Genomics. 2010 May 20;11:315. doi: 10.1186/1471-2164-11-315

Additional file 2. The distributions of numbers of the designed probes (top), ones with highly expression (middle), and the sensitivity of SFP detection at $p < 10^{-6}$ by SNEP (bottom) across Nipponbare genome in each 3-Mb segment. The step size is 0.3 Mb. Red line in the top panel shows the average through genome. Red and blue lines in the middle and bottom panel indicate the averages throughout genome for young panicle and shoot, respectively.

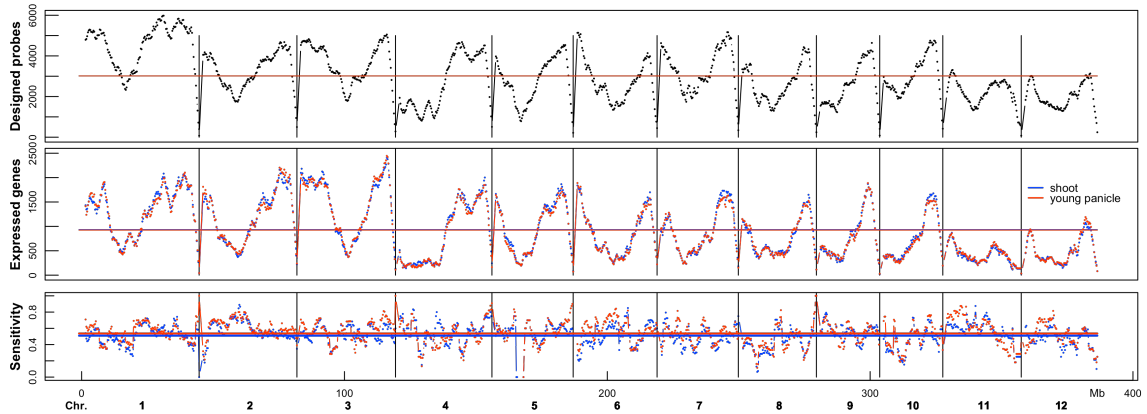

**Supplement:** Additional file 2 — The distributions of numbers of the designed probes, ones with highly expression, and the sensitivity of SFP detection across Nipponbare genome. The distributions of numbers of the designed probes (top), ones with highly expression (middle), and the sensitivity of SFP detection at p < 10-6 by SNEP (bottom) across Nipponbare genome in each 3-Mb segment.

How the deposited data were processed for this re-analysis (not part of the article)

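The data are the young panicle arrays of the paper, from panicles 2 cm long, with 5 biological replicates of Nipponbare and 5 of 93-11 that were hybridized singly to the Affymetrix GeneChip rice array. According to the submitters' processing notes the arrays were processed with GCOS 1.3. The authors deposited 1 intensity per probe set and array, a positive signal on a linear scale made by this software from the scanned arrays. How probe pairs were summarised and whether a target was set for scaling are not given in the sources used here, and the array means show that the values were not brought to a common level. Of the 57381 probe sets, the Affymetrix controls were left out of all tests and 57258 were tested. No column was left unmapped and no 2 arrays held identical values. The main tests, 18 gene lists, the rule for named genes and the alternatives not said to be added later were chosen before the data were examined.

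Log2(signal + 16) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend, no block), 93-11 minus Nipponbare, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. All p values of single probe sets are from limma. The same fit was repeated after scaling each array to a common trimmed mean (2% trimmed at each end), after quantile normalization, with 1 or 64 added instead of 16, on probe sets above a mean log10 signal of 2.0 or 2.5 only, without trend, with robust eBayes, with the methods' t-test (a 2-group ANOVA, which the paper applies to single probes to call SFPs and not to the signals of probe sets), with the replicate number as a block, and without each array in turn. After the data had been seen, scaling to the hybridization controls, leaving out both arrays numbered 5, and combinations of these with scaling were added. Data were simulated from the scaled values by independent normal draws, with 100 probe sets changed at each size. The changed ones were taken only from those with a mean log10 signal above 2.0. In these, limma recovered 21 of 100 changes of 0.5 and 87 of 100 changes of 1 on the log2 scale. It made 3 false calls among the unchanged of 57258. The draws hold no shared array level and no correlation between genes, so these rates do not describe weak probe sets or the deposited values.

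A probe set counted as above the threshold in a cultivar if the mean log10 signal of its replicates was above 2.5. The spread was the SD of log2(signal) within each cultivar, pooled over cultivars. Measures of single arrays and means over gene lists were compared between cultivars by exact permutation tests over the 252 ways to divide 10 arrays into 5 and 5, for which the smallest two-sided p is 0.00794, with adjustment over 13 array measures or 23 lists. Chromosomes were compared by a chi-square with 100000 shuffles of the genes and by Fisher's exact test of each against the rest. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

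Probe sets were paired with genes through the platform annotation and the RefSeq gene table of assembly ASM3414082v1. Exactly 1 gene was paired with 22436 probe sets, several with 95 and none with 34727. The 17905 paired genes carry symbols but no descriptions in this table, so a described gene was taken to be one with a gene name, which 3193 probe sets of 2458 genes have. Named in the text are the 10 probe sets with the largest difference each way (called, no overlap between cultivars, mean log10 signal above 2.5 in the higher cultivar, 1 probe set per gene), up to 4 members of each gene list (2 called with the largest rise and 2 with the largest fall, or the 2 of highest mean if none was called), and the 5 of highest mean signal. All probe sets of a gene were tested, and where they disagree this is said.

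Gene lists were tested against the other probe sets with camera (preset correlation 0.01, and beside it an estimated correlation). Fry was also run, which tests a list against no change and not against the other probe sets. Of 18 planned lists, 13 had members: MADS-box genes, panicle architecture, KNOX, YABBY and WOX genes, meiosis, anther and tapetum, heat shock and chaperones, NLR disease resistance, flowering time and clock, loci that differ between indica and japonica, detoxification enzymes, reference genes, seed storage proteins and cell wall. The other 5 (photosynthesis, histones and cell cycle, cytosolic ribosomal proteins, transposon related and auxin response) matched no probe set, because they were written for gene descriptions. For this reason 12 lists by symbol were added after the data had been seen: photosynthesis, cell cycle, cell wall, auxin, gibberellin, cytokinin, squamosa promoter-binding-like, detoxification, heat shock factors, starch and sucrose, WRKY and calcium-dependent kinases. The 23 lists with at least 3 probe sets were tested. Chance was examined by repeating the fit on 100 splits of the arrays into 5 and 5, the real one included. The shoot arrays and gDNA hybridizations were not analysed, and SFPs were not called, since these need the intensities of single probes.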

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

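The tests of scaled arrays, overall brightness, the arrays numbered 5, a single array, differences confined to 1 probe set and the number of lists were chosen only after the result was seen.

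Single arrays lay far from the others of their cultivar in 9 of 26 groups of array measures and in 13 of 154 groups of gene signals (Dixon's test at 95%). Chance picks out about 1 in 20 groups, or 1.3 and 7.7 here. Of the 9, 8 were on arrays numbered 5. On 93-11 replicate 5 these were the correlation with its own cultivar (0.973) and the 3'/5' ratios of dap (16.8), phe (3.70) and thr (20.2). On Nipponbare replicate 5 they were the ratios of dap (10.0), lys (7.83), thr (5.45) and rice actin (4.54). The ninth was the hybridization control mean of Nipponbare replicate 2 (2179). Among genes, Nipponbare replicate 2, the brightest array, was highest for OSH45 (521), OsRAc1 (14903), OsMT-I-2c (22210), HSP81-3 (18288), OsRan1 (15560) and DAHPS2 (14957). DAHPS2 also stood out on 93-11 replicate 1 (11990). OsSPL14 was high on 93-11 replicate 5 (2423), and on the same array OsEXP1 was high (17.1) and OsAPx05 low (1.64). OC-X (3.54) and OsSUS3 (32.6) stood out on 93-11 replicate 4. OsHsp18.0 was low on Nipponbare replicate 3 (1565), against 7551 to 9740 on the others.

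The number of probe sets called between the cultivars was 7739 as deposited and 9764 after scaling. Chance can be excluded for both, since 1 of 100 splits of the arrays, the real one, gave as many, and the highest of the other splits gave 0 and 1.

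Large falls in 93-11 outnumbered large rises, by 7.09 times as deposited for calls of at least 2-fold. The tables argue against the overall brightness of the arrays as the whole cause, since the ratio was 3.41 after scaling, 2.45 after quantile normalization, where calls of any size were more often higher, and 4.92 with the hybridization controls, and against the quality of the arrays numbered 5, since it was 3.53 after scaling without them. If mismatched probes in 1 probe set of a gene were the whole cause, the other probe sets should follow a large fall less often than a large rise. After scaling 70.2% of 684 others followed a fall and 60.1% of 168 a rise, a difference of -10.1 points with an upper 95% bound of -1.52, which argues against differences confined to 1 probe set. Sequence differences as such cannot be told apart from lower transcript levels, although the result that was set beforehand as speaking against them was met: that criterion was wrong by design, since a diverged or missing gene, or probe sets that share target sequence, lowers every probe set of a gene, and a difference in transcript level between the cultivars also stays open, untested.

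Of 39 probe sets of heat shock and chaperone genes, 21 were called lower in 93-11. Chance cannot be excluded for the list test, since 13 of 100 splits gave a p as small (3.87e-08 in the real split and 4.26e-16 in the smallest of the others), so that these genes vary together between arrays. The camera call stayed without any 1 array or both numbered 5, with a largest adjusted p of 5.66e-04. Since other splits gave a camera p as small, this cannot decide whether single arrays caused the fall of the list. After scaling, the list mean of Nipponbare replicate 3 (7.754 on the log2 scale) lay below that of 93-11 replicate 3 (7.925). The tables argue against differences confined to 1 probe set, since 92.9% of 14 other probe sets of these genes lay below the median of all, though a diverged whole gene would lower them as well. Growth temperature and handling of the plants are not recorded per array, and like a difference between the cultivars they stay open, untested.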

How the results depend on the processing

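The tests with arrays scaled to the hybridization controls, without both arrays numbered 5, on scaled values in combination, and of lists above 2.5 were chosen only after the result was seen. The cause of the changes below was not tested, except where fewer probe sets or a stricter rule lower a count by construction.

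Over the probe sets tested in each setting, more were lower than higher except after quantile normalization. Higher in 93-11 were 951 as deposited, 4490 after scaling, 5770 after quantile normalization, 486 above log10 2.0, 203 above 2.5, and 542 at least 2-fold (827 after scaling). Lower were 6788 as deposited, 5274 after scaling, 4825 after quantile normalization, 3928 above 2.0, 2243 above 2.5, and 3844 at least 2-fold (2819 after scaling). Without 1 array, 782 to 1238 were higher and 5325 to 9678 lower (after scaling 3557 to 4781 and 4718 to 5320). The replicate numbers were not taken as pairs: arrays numbered 4 and 5 matched best with the same number of the other cultivar (correlation after removal of cultivar means 0.52 and 0.54), and those numbered 1, 2 and 3 did not (0.07, -0.01 and -0.13). A block on the numbers gave 886 higher and 6543 lower. A threshold of 2.0 gave 16855 probe sets above it and 3.0 gave 4514. The SD below the threshold was 0.324 with 16 added, which compresses low values, and 0.779 without both arrays numbered 5. After scaling, 3.24% of probe sets up to log10 1.0 and 12.7% of those from 1.0 to 1.5 were called. Above this the share was not ordered by level (28.1%, 35.1%, 31.4%, 28.1% and 19.4% in the higher groups). In the probe sets above log10 2.5 in both cultivars, the prevailing direction turned with scaling. Of these, 114 were called higher and 1367 lower as deposited, and 2112 higher and 847 lower after scaling.

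Camera called 3 lists as deposited, 0 with an estimated correlation (also 0 after scaling) and 5 above 2.5. Fry, which tests against no change, called 5 as deposited and 11 after scaling. With an estimated correlation the adjusted p was 0.947 for heat shock genes (0.594 after scaling), 0.947 for photosynthesis (0.360) and 0.807 for panicle architecture (0.360). Cell cycle genes, called after scaling (0.00435), had 0.817 as deposited and 0.360 with an estimated correlation.

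Of 77 named probe sets, 63 were called as deposited, 51 of these were called in each of the 22 settings that tested them (54 of the 77 lay above 2.0 and 35 above 2.5), and 0 changed direction in any. Named probe sets that did change direction were not called as deposited. The 63 were picked for being called in the main fit with large differences, so that they stayed called was partly set by this choice. After scaling, log2 differences became 0.30 for RGA1, 0.071 for PIK6-NP, 0.0788 for the peroxidase, 0.12 for OsRAc1, 0.15 for actin-6, 0.22 for OsMT-I-2c, 0.13 for EF-1-alpha, 0.15 for OsRan1 and 0.31 for DAHPS2. After quantile normalization they were 0.25 for RGA1, 0.0879 for PIK6-NP, 0.29 for the peroxidase, 0.00633 for OsRAc1, 0.15 for actin-6, 0.0236 for GLUB-5, 0.037 for OsMT-I-2c, 0.0179 for OsRan1 and 0.19 for DAHPS2. With the hybridization controls they were 0.13 for RGA1, 0.0132 for PIK6-NP, 0.0427 for OsMT-I-2c and 0.14 for DAHPS2. OsEXP1 had -0.0551 with 1 added and -0.0798 without both arrays numbered 5. Without 1 array, RGA1 lay between -0.20 and 0.0551 and PIK6-NP between -0.24 and 0.0938. OsEXP1 lay between -0.12 and 0.13 and DAHPS2 between -0.0836 and 0.0676.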

Differences from the paper's values

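All tests in this part were chosen before the result was seen. With the main settings, no count computed here was more than 1.5 times apart from that of the paper. A spread of replicates was not tested for these counts. The paper's 12538 young panicle probe sets above the threshold were counted on the median log10 intensity of raw PM probes among its selected unique probe sets, and 11006 were found here on the mean log10 signal of all 57258. These counts differ in unit and in the probe sets they are drawn from, so their ratio is no test of agreement. Of the alternatives for the count made here, a threshold of 3.0 gave 4514, more than 1.5 times apart from the paper's value. The others were within 1.5 times.

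The paper describes the probes of highly expressed genes as spread over the genome like the unique probes it used. Counted here as genes per chromosome rather than probes along segments, and in the young panicle alone, the share above the threshold differed between chromosomes, from 35.1% on chromosome 11 to 52.3% on chromosome 3 (chi-square 126, permutation p = 1e-05, the smallest that 100000 shuffles can give). Chromosomes 1, 5, 6, 7, 8, 9 and 12 did not differ from the rest after adjustment. Only the 17903 genes paired with a probe set and placed on a chromosome were counted, and 34727 probe sets had no paired gene. The paper's comparison is with its unique probes, so the sets compared also differ, and this is no test of its statement.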

Other observations

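The lists by symbol and the test of the number of lists were chosen only after the result was seen. KRP4, an inhibitor of cyclin-dependent kinases, rose in 93-11 from 382 ± 74.2 (SD, n = 5) to 685 ± 126 (SD, n = 5) in 1 of its 2 probe sets, the other not being called, and KRP1, of the same family, fell from 177 ± 54.1 to 52.4 ± 10.7. Both kept their direction after scaling (1.16 and -1.17 on the log2 scale). OsORC1, of the origin recognition complex, rose by 0.76, a call lost without any of 7 of the arrays but not after scaling, and OsORC4 fell by 0.87. Of 67 probe sets of cell cycle genes 3 were higher and 4 lower as deposited, and 17 and 3 after scaling (camera, adjusted p = 0.817 and 0.00435, and after scaling adjusted p = 0.360 with an estimated correlation). OsGH3-9, of a family that conjugates auxin to amino acids, rose from 22.2 ± 17.2 to 246 ± 46.3. Among the auxin response genes, IAA26 rose by 1.04, OsARF10 fell by 1.37, and IAA31 fell by 1.47 in 1 of its 2 probe sets. Of 73 probe sets of auxin genes 3 were higher and 11 lower, and 14 and 6 after scaling. OsKAO, an enzyme of gibberellin synthesis, fell by 1.36 (1.06 after scaling), the only call as deposited among 19 (0 higher in limma, 0 at an unadjusted p under 0.05 and 0 by the methods' t-test), and 2 were higher after scaling. LOGL1 rose by 0.73, LOGL6, of cytokinin activation, fell by 1.67, and OsCKX11, of cytokinin breakdown, fell by 1.37 in 1 of its 2 probe sets. Of 33 cytokinin probe sets 1 was higher and 7 lower, and 3 and 5 after scaling.

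OsCslE1, a cellulose synthase-like gene, fell from 185 ± 57.6 to 3.58 ± 1.14 and OsCslA5 fell by 1.75, while OsCslC2 rose by 0.66, a call lost without Nipponbare replicate 1. Of 73 cell wall probe sets 1 was higher and 15 lower, and 5 and 11 after scaling. OsCIN7, an invertase, fell from 399 ± 86.5 to 71.2 ± 17.8, and OsSUS3, a sucrose synthase, from 146 ± 12.8 to 39.9 ± 4.30. Of 49 probe sets of starch and sucrose genes 0 were higher in limma (0 at an unadjusted p under 0.05 and 0 by the methods' t-test) and 11 lower, and 0 and 6 after scaling. OsHsf-21, a heat shock factor, fell in 1 of its 2 probe sets, from 245 ± 169 to 14.8 ± 12.6, and OsHsf-03 rose from 12.5 ± 1.81 to 61.4 ± 26.2. OsHsf-11 fell in 2 of its 3 probe sets as deposited, by up to 2.25, and none of the 3 was called after scaling (-1.98, adjusted p = 0.0509). Of 29 heat shock factor probe sets 1 was higher and 8 lower, and 1 and 3 after scaling. GSTZ5 and CYP714D1 fell by 2.31 and 1.82, and OsABA8ox2, which breaks down abscisic acid, and CYP734A4 rose by 1.02 and 0.99. Of 45 detoxification probe sets 2 were higher and 7 lower, and 9 and 6 after scaling. WRKY51 fell from 587 ± 129 to 171 ± 15.5, alone among 7 WRKY probe sets as deposited and after scaling (0 higher in limma, 0 at an unadjusted p under 0.05 and 0 by the methods' t-test). OsCIPK06 rose by 0.86, and the calcium sensors CBL9 and CBL4 fell by 1.81 and 1.08, CBL9 in both of its probe sets as deposited and in 1 after scaling. Of 65 probe sets of calcium-dependent kinases and their sensors 1 was higher and 9 lower, and 7 and 7 after scaling. The only probe set of a squamosa promoter-binding-like gene was that of OsSPL14, called higher. None of these lists was called by camera as deposited (smallest adjusted p = 0.213, for starch and sucrose), and after scaling cell cycle genes alone were. Camera compared this list with all other probe sets, most of which lay below the threshold in both cultivars. After scaling, its median log2 difference was 0.143. As deposited, 47 of its 67 probe sets lay above the threshold in both cultivars. All probe sets above it in both cultivars had a median of 0.121 after scaling, against 0.0338 over all probe sets. The call therefore cannot separate cell cycle genes from strong probe sets in general. Fry called the starch and sucrose list (adjusted p = 0.035, 0.00108 after scaling). Its means overlapped between cultivars as deposited and did not after scaling (exact permutation tests, adjusted p = 0.0730 and 0.0365). The cell cycle, cell wall, detoxification, WRKY and calcium-dependent kinase lists were called by fry after scaling only.

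Camera called 3 lists as deposited and chance cannot be excluded for their number, since 22 of 100 splits gave as many and the highest of the other splits gave 4. For panicle architecture, 7 splits gave a p as small (3.47e-04, and 8.39e-06 in the smallest of the others), so chance cannot be excluded. For the photosynthesis list taken alone it can be, since 1 split, the real one, had a p this small (2.03e-05, and 1.05e-04 in the smallest of the others). For cell cycle genes after scaling 4 of 100 splits, the real one included, had a camera p as small (5.67e-04). This is a share under 0.05, but the smallest p of the other splits was 1.15e-05. Chance is therefore not firmly excluded even for that list taken alone. Both lists were added after the data had been seen and are 2 of 23, so chance is not excluded over the lists together.

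Of 3444 genes with several probe sets, 478 had 2 or more called after scaling, and in 82 of them (17.2%) the calls went in opposite directions. As deposited, 85.1% of the other probe sets followed a large fall and 37.3% a large rise. The median log2 difference of all probe sets was -0.16 as deposited, which by itself favours falls. After scaling the shares were 70.2% and 60.1%.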
